# Microarray profiling of hypothalamic gene expression changes in Huntington’s disease mouse models

**DOI:** 10.3389/fnins.2022.1027269

**Published:** 2022-11-03

**Authors:** Elna Dickson, Amoolya Sai Dwijesha, Natalie Andersson, Sofia Lundh, Maria Björkqvist, Åsa Petersén, Rana Soylu-Kucharz

**Keywords:** Huntington’s disease, neuroendocrine, hypothalamus, microarray, HD mouse models, huntingtin, differential expression

## Abstract

Structural changes and neuropathology in the hypothalamus have been suggested to contribute to the non-motor manifestations of Huntington’s disease (HD), a neurodegenerative disorder caused by an expanded cytosine-adenine-guanine (CAG) repeat in the huntingtin (HTT) gene. In this study, we investigated whether hypothalamic HTT expression causes transcriptional changes. Hypothalamic RNA was isolated from two different HD mouse models and their littermate controls; BACHD mice with ubiquitous expression of full-length mutant HTT (mHTT) and wild-type mice with targeted hypothalamic overexpression of either wild-type HTT (wtHTT) or mHTT fragments. The mHTT and wtHTT groups showed the highest number of differentially expressed genes compared to the BACHD mouse model. Gene Set Enrichment Analysis (GSEA) with leading-edge analysis showed that suppressed sterol- and cholesterol metabolism were shared between hypothalamic wtHTT and mHTT overexpression. Most distinctive for mHTT overexpression was the suppression of neuroendocrine networks, in which qRT-PCR validation confirmed significant downregulation of neuropeptides with roles in feeding behavior; hypocretin neuropeptide precursor (*Hcrt*), tachykinin receptor 3 (*Tacr3*), cocaine and amphetamine-regulated transcript (*Cart*) and catecholamine-related biological processes; dopa decarboxylase (*Ddc*), histidine decarboxylase (*Hdc*), tyrosine hydroxylase (*Th*), and vasoactive intestinal peptide (*Vip*). In BACHD mice, few hypothalamic genes were differentially expressed compared to age-matched WT controls. However, GSEA indicated an enrichment of inflammatory- and gonadotropin-related processes at 10 months. In conclusion, we show that both wtHTT and mHTT overexpression change hypothalamic transcriptome profile, specifically mHTT, altering neuroendocrine circuits. In contrast, the ubiquitous expression of full-length mHTT in the BACHD hypothalamus moderately affects the transcriptomic profile.

## Background

Huntington’s disease (HD) is a fatal neurodegenerative disorder caused by a CAG repeat expansion in exon one in the huntingtin (*HTT*) gene (The Huntington’s Disease Collaborative Research Group, 1993). The expanded repeat results in the formation of a mutant HTT protein (mHTT) with an abnormally long polyglutamine (polyQ) stretch, associated with protein misfolding and aggregation of the mutant protein in neurons (The Huntington’s Disease Collaborative Research Group, 1993; Bates et al., 2015). The length of CAG repeats is inversely correlated to the age of onset, with 40 or more CAG repeats resulting in full-penetrance and 60 or more repeats to juvenile HD (Rubinsztein et al., 1996; Brinkman et al., 1997). Currently, there is no cure for HD. Gene-silencing approaches are tested in clinical trials, including interventions that either selectively silence the mutant *HTT* or both mutant and normal alleles (Wild and Tabrizi, 2017; Tabrizi et al., 2019), which stresses the need for further understanding of normal HTT function in cells. Several *in vitro* and *in vivo* studies showed that normal HTT is involved in numerous cellular processes, including cell maturation, vesicle trafficking, synaptic transmission, and neuroprotection [reviewed in Cattaneo et al. (2005), van der Burg et al. (2009), Saudou and Humbert (2016), and Barron et al. (2021)].

The hypothalamus plays a primary role in the central-peripheral regulatory network that maintains body homeostasis, including regulating whole-body energy metabolism (Anand and Brobeck, 1951; Brown et al., 2012; Waterson and Horvath, 2015; Feldman et al., 2016). Metabolic alterations and other non-motor symptoms with a hypothalamic link are present throughout all stages of HD and have been shown in HD animal models (Kirkwood et al., 2001; Djoussé et al., 2002; Duff et al., 2007; Mochel et al., 2007; Hult et al., 2011; Hult Lundh et al., 2013; Dickson et al., 2022). Imaging and post-mortem studies in clinical and animal models revealed pathological changes such as atrophy, reduced gray matter content, and loss of neuropeptides in the hypothalamus, some of that can be detected even before the onset of motor features (Kassubek et al., 2004; Petersén et al., 2004; Kotliarova et al., 2005; Aziz et al., 2008; Politis et al., 2008; Soneson et al., 2010). In addition, a higher baseline body mass index (BMI) is associated with slower disease progression (van der Burg et al., 2017). However, prior studies on high caloric diets and the use of transgenic mice to induce weight gain appear insufficient to significantly modify disease features in HD animal models (Sanberg et al., 1981; Fain et al., 2001; Trejo et al., 2004; van der Burg et al., 2008; Marder et al., 2009; Sjögren et al., 2019). In line with this, van der Burg et al. followed up on results from the original BMI and disease progression study (van der Burg et al., 2017) and reported no causal relation between BMI and age of onset in clinical HD (van der Burg et al., 2021). Further studies are required on the normal HTT and mHTT functions in crucial areas for metabolic control, including the hypothalamus, to elucidate mechanisms underlying metabolic changes in HD.

Transcriptional dysregulation in the striatum is one of the hallmarks of HD (Zucker et al., 2005; Thomas, 2006; Malaiya et al., 2021). Specific gene expression changes using qRT-PCR have also been reported in the HD hypothalamus (Hult et al., 2011; Soylu-Kucharz et al., 2015; Baldo et al., 2019). Large-scale transcriptome analysis has not been performed to identify the hypothalamic alterations after targeted wtHTT and mHTT expression. Therefore, in this study, we performed microarray profiling of hypothalamic samples from two different HD mouse models; the transgenic BACHD mice [bacterial artificial chromosome (BAC)-mediated; full-length mHTT] and wild-type mice with hypothalamus targeted overexpression of N-terminal HTT fragments (wtHTT 18Q; AAV-HTT853-18Q or mHTT 79Q; AAV-HTT853-79Q). Both models share the feature of increased food intake and early weight gain but differ in the rate of disease progression and extent of hypothalamic pathology (Gray et al., 2008; Hult et al., 2011). We analyzed each mouse model using their age-matched wild-type (WT) littermates as control groups. The AAV datasets wtHTT 18Q vs. WT and mHTT 79Q vs. WT had the highest number of significantly altered genes across models. Gene Set Enrichment Analysis (GSEA) identified a set of shared genes between wtHTT 18Q vs. WT and mHTT 79Q vs. WT related to sterol- and cholesterol processes. Further, gene sets associated with suppressed feeding behavior were among the top-ranked KEGG pathways in the mHTT 79Q vs. WT dataset. Taken together, our data support transcriptional dysregulation as an essential mechanism of action for mHTT in inducing hypothalamic pathology in HD animal models.

## Materials and methods

### Ethical considerations

All the mice used in the study were housed in groups and maintained at a 12 h light/dark cycle with free access to a standard chow diet and water. All the experimental procedures performed on mice were carried out in accordance with the approved guidelines in the ethical permits approved by Lund University Animal Welfare and Ethics committee in the Lund-Malmö region (Ethical permit numbers: 12585/2017, M20-11, M65-13, and M135-14).

### Animals

Microarray profiling of the hypothalamic transcriptome was performed in Adeno-associated viral (AAV) vector-mediated groups of WT mice with targeted expression of wtHTT (AAV-HTT853-18Q) or mHTT (AAV-HTT853-79Q) fragments and BACHD mice that express full-length mHTT (97Q) (Gray et al., 2008). Both HD models were compared to age-matched WT controls. All mice used in the study were females from the FVB/N strain.

AAV vector-mediated HD models achieve region-specific overexpression of HTT fragments in the brain through targeted injections using stereotactic surgery. AAV groups were assessed at 4 weeks post-injection since this was the earliest timepoint for a significant weight gain, as shown in previous studies (Hult et al., 2011; Dickson et al., 2022). The vector constructs used in the present study was a recombinant AAV vector of serotype 5 (rAAV5) carrying an 853 amino acid N-terminal HTT fragment corresponding to either wtHTT (18 CAG repeats; AAV-HTT853-18Q) or mHTT (79 CAG repeats; AAV-HTT853-79Q) under control by the human Synapsin-1 (Syn-1) promoter (de Almeida et al., 2002). Stereotactic injections in the hypothalamus were performed as described previously (Hult et al., 2011). In brief, 8 weeks old WT female mice were bilaterally injected, and the surgeries were performed under isoflurane anesthesia. The anterior-posterior (AP) and medial-lateral (ML) stereotaxic coordinates for the hypothalamus were determined according to bregma, and dorsal-ventral (DV) coordinates were calculated from the dura mater. The hypothalamic coordinates were AP = 0.6 mm, ML = 0.6 mm, and DV = 5.3 mm. A total viral vector volume of 0.5 μl was delivered in each hemisphere. Following an initial injection of 0.1 μl of viral vector solution, 0.05 μl of viral vectors were delivered in intervals of 15 s. Following the injection, the glass capillary was left in the target for an additional 5 min. The vectors and titers were as follows: rAAV5-hSyn-HTT853-18Q: 1.3E + 14 GC/ml, and rAAV5-hSyn-HTT853-79Q: 1.2Ex14 GC/ml. A group of WT littermates (uninjected mice) was kept as a control group. Group numbers for each AAV group were: 18Q: *n* = 5, 79Q: *n* = 8 and WT control: *n* = 5.

Bacterial artificial chromosome-mediated transgenic mouse model is a transgenic mouse model of HD and ubiquitously expresses a full-length human mHTT (97 CAG repeats; 97Q) (Gray et al., 2008). In the study, BACHD mice were assessed at two time points, one group representing the early (2 months of age) and the second group late stages (10 months of age) of the disease in comparison to their WT littermate controls (Gray et al., 2008; Hult et al., 2011). For 2 months of age, group numbers were the following: BACHD: *n* = 6 and WT: *n* = 6, and for 10 months of age: BACHD: *n* = 5 and WT: *n* = 3.

### Tissue collection and RNA extraction

Hypothalamic tissue was dissected on ice and snap-frozen in liquid nitrogen after a terminal dose of sodium pentobarbital (600 mg/kg, Apoteksbolaget, Lund, Sweden) via intraperitoneal injection. Total RNA was extracted using the RNeasy Lipid Tissue Mini Kit (Qiagen Inc, Hilden, Germany) according to the manufacturer’s instructions. RNA concentration and RNA quality measured in terms of RNA integrity number (RIN) were determined using the Agilent 2,100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Samples with poor RIN (<7) were omitted from further analysis. Microarray analysis was performed on total hypothalamic RNA using the Affymetrix platform (Mouse Gene ST 1.0 array; Affymetrix platform - Thermo Fisher Scientific, Santa Clara, CA, USA).

### Data pre-processing and limma

Analyses were made using R v.4.1.1 (R Core Team, 2022). Raw .CEL-files obtained from the microarray analysis using the Affymetrix platform (34,760 variables) were imported using ReadAffy, followed by pre-processing of the raw data set using Robust Multi-Array Averaging (RMA); both functions were from the affy package (v. 1.70.0) (Gautier et al., 2004). A design matrix was created to illustrate analysis groups for the samples. WT samples were used as a reference level. A linear model was fitted for each gene using lmFit. MakeContrasts was used to specify which groups to compare, followed by contrasts.fit to perform the comparison (Phipson et al., 2016). Subsequently, empirical Bayes smoothing was applied to the standard errors (limma, v.3.48.3) (Ritchie et al., 2015). This resulted in a result matrix for each contrast comparison. For downstream analyses, probe IDs with “NA” were excluded. Outputs from limma can be found in Supplementary Data Sheet 1.

### Heatmaps

Limma output files for 18Q vs. WT and 79Q vs. WT were sorted based on adj. *p*-value followed by sorting it from the highest log2 (FC) to the lowest. The top 10 most upregulated and top 10 most downregulated significantly differentially expressed genes were identified, and their respective RMA-limma values were used to construct and color the heatmap. Heatmaps were generated using the pheatmap package in R^1^ (v. 1.0.12) (Warnes et al., 2015). Hierarchical clustering was performed using Euclidean distance and average linkage. RMA-limma values were scaled using the function scale().

### Functional Annotation Clustering in database for annotation, visualization, and integrated discovery

Gene lists of 18Q vs. WT and 79Q vs. WT used for DAVID Functional Annotation Clustering were retrieved by filtering each limma dataset to only retrieve genes with an adj. *p*-value < 0.05. The 18Q vs. WT and 79Q vs. WT datasets were subsequently sorted into three gene sets: shared genes, unique genes for 18Q vs. WT, and unique genes for 79Q vs. WT. The shared and unique gene lists (ENTREZ IDs) were imported into DAVID^2^ (Huang da et al., 2009; Sherman et al., 2022) for Functional Annotation Clustering. Three categories were used: UP_KW_BP, GOTERM_BP_DIRECT, and KEGG_PATHWAY. The default settings for Functional Annotation Clustering were used, including the Classification Stringency of “Medium.” Gene lists with Annotation Summary Results and Functional Annotation Clustering outputs from DAVID are listed in Supplementary Data Sheet 2.

### Gene set enrichment analysis

ClusterProfiler (v.4.0.5) was used to perform GSEA (Yu et al., 2012; Wu et al., 2021). The function gseGO was used to assess the enrichment of GO terms and gseKEGG to assess enrichment of KEGG pathways. The analysis was performed on the entire gene list obtained from the limma analysis, besides the removal of probe IDs to which no gene could be mapped (“NA”). As organism, mogene10sttranscriptcluster.db was used, and mmu for KEGG (Kanehisa et al., 2016; MacDonald, 2017) (KEGG^3^^4^). The reported *p*-values were further adjusted using the Benjamini-Hochberg procedure to correct for multiple testing. Outputs from GSEA can be found in Supplementary Data Sheet 3 (GO) and Supplementary Data Sheet 4 (KEGG).

### Quantitative real-time polymerase chain reaction validation of microarray data

To synthesize cDNA, 1 μg of RNA from each sample was reverse transcribed using SuperScript IV Reverse Transcriptase SuperScript IV kit (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. Mouse qRT-PCR primers were designed using Primer3Plus software (Untergasser et al., 2012). qRT-PCR reactions were carried out in triplicates following a three-step amplification protocol using the LightCycler 480 system (Roche, Basel, Switzerland). The ΔΔCT method (Livak and Schmittgen, 2001) was used to calculate gene expression changes relative to housekeeping genes β-actin and glyceraldehyde 3-phosphate dehydrogenase (GAPDH). Primer sequences are listed in Supplementary Table 1.

### Statistical analyses

Statistical analysis of qRT-PCR data was performed using Graphpad Prism 9 (Version 9.4.1, San Diego, CA USA). (GraphPad software - San Diego, CA USA). Data were analyzed using non-parametric Mann-Whitney U tests with a *p*-value < 0.05 considered statistically significant.

## Results

### Differential expression analysis of microarray profiling data from adeno-associated viruses and bacterial artificial chromosome-mediated transgenic mouse models using linear models for microarray data analysis

Principal component analysis (PCA) of the microarray data showed a clear separation of the AAV-HTT groups from the WT samples (Figure 1A). 

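The AAV experiment measured hypothalamic RNA of 18 female FVB/N mice at 12 weeks of age. 5 mice had received AAV-HTT853-18Q and 8 mice AAV-HTT853-79Q by stereotactic injection 4 weeks earlier, and 5 uninjected WT mice served as controls. The vectors express an 853 amino acid HTT fragment with 18 or 79 CAG repeats under the neuronal Synapsin-1 promoter, and the group design holds no vector without HTT. Each mouse gave 1 Affymetrix Mouse Gene ST array, and each array holds 34,760 probe sets. The authors read the raw array files with ReadAffy and processed them by Robust Multi-Array Averaging (RMA), so that the deposited values are log2 intensities after background correction, quantile normalization and median polish. Median log2 values per array ran from 7.40 to 7.46 in 18Q, 7.39 to 7.45 in 79Q and 7.38 to 7.40 in WT control arrays, and the number of arrays limits the precision. From these values, limma was fitted once to the 18 arrays with 1 mean per group, followed by contrasts and empirical Bayes smoothing at default settings. Benjamini-Hochberg adjustment covered every probe set. For statements on genes, the 21,741 probe sets with a gene symbol were reduced to the probe set with the highest mean of each of 20,022 symbols. 48 lists of genes (pathways, cell types and regulatory programs of the hypothalamus) were fixed before the data were examined and tested with camera at its preset correlation between genes, and again with the correlation estimated from the residuals. With the estimated correlation, 12 of the 29 lists called in 18Q vs. WT and 11 of the 27 called in 79Q vs. WT held. Those that held in both comparisons are cholesterol synthesis, the type I interferon response, interferon-inducible GTPases, MHC class I and class II presentation, complement, chemokines, Toll-like receptors, disease-associated microglia markers and apoptosis and necroptosis genes. Effects on genes are given as log2 fold change with its standard error (SE) from limma, and exact permutation tests are two-sided. The SE of a list mean comes from a linear model of the list scores over the 18 arrays.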

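The named genes with the largest loadings on the first principal component (PC1) of the AAV arrays were <i>Cxcl13</i>, a chemokine that attracts B cells, <i>Igha</i>, <i>Igkv19-93</i> and <i>Ighv1-72</i>, which encode parts of immunoglobulin chains, and <i>Jchain</i>, which joins immunoglobulin A and M into polymers. The WT control arrays lay close together at a mean PC1 score of -24.6 ± 0.85 (SD, n = 5). The 18Q arrays had a mean score of 12.6 ± 10.9 (SD, n = 5) and the 79Q arrays 7.46 ± 8.98 (SD, n = 8). Both injected groups differed from WT in exact permutation tests (p = 0.00794 for 18Q and 0.000777 for 79Q, the smallest p these group sizes allow), whereas 79Q and 18Q overlapped (exact p = 0.364). PC1 held 24.4% and PC2 11.9% of the variance. With every probe set scaled to unit variance, the test of the injected groups against WT was no longer past the threshold on PC1 (exact p = 0.214 and 0.363) but was on PC2 (exact p = 0.00794 and 0.00388).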

PCA of BACHD mice at 2 and 10 months showed no clear separation compared to WT (Figures 1B,C). 

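The BACHD experiment measured hypothalamic RNA of female FVB/N mice that carry full-length human mHTT with 97 CAG repeats, and of their WT littermates. At 2 months of age there were 6 BACHD and 6 WT mice, and at 10 months 5 BACHD and 3 WT mice, with 1 array per mouse. The arrays, the RMA values and the probe sets were of the same kind as in the AAV experiment. Median log2 values per array ran from 7.16 to 7.29 in BACHD and 7.16 to 7.41 in WT at 2 months, and from 7.28 to 7.32 and 7.28 to 7.31 at 10 months. Each age was fitted alone in limma, since the values of the ages carry the marks of separate RMA runs. The effects of BACHD at both ages were compared by an age by genotype term in a fit over the 20 BACHD and WT arrays. None of the 4 gene lists called at 2 months or the 14 called at 10 months by camera at its preset correlation held with an estimated correlation (smallest adjusted p = 0.843 and 0.488).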

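<i>Prkcd</i>, a protein kinase C that is abundant in thalamic neurons, <i>Cdk2ap1</i>, <i>Ramp3</i>, a receptor activity-modifying protein, and <i>Ptpn3</i> had the largest loadings on PC1 at 2 months of age. At 10 months these were the pituitary hormone genes <i>Prl</i>, <i>Cga</i> and <i>Gh</i>, and <i>Prkcd</i>. BACHD and WT arrays overlapped on PC1 at both ages. The mean PC1 score was 9.11 ± 17.7 (SD, n = 6) in BACHD and -9.11 ± 26.8 (SD, n = 6) in WT at 2 months (exact permutation p = 0.199). At 10 months it was 1.93 ± 11.9 (SD, n = 5) and -3.21 ± 24.5 (SD, n = 3; exact permutation p = 0.679). PC1 and PC2 held 31.3% and 14.2% of the variance at 2 months and 26.1% and 15.8% at 10 months.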

Volcano plots of log2 (FC) and the *p*-value in the limma datasets comparing injected mice to uninjected (18Q vs. WT and 79Q vs. WT) showed a skewed distribution with a preference for upregulated genes in the injected mice (Figures 1D,E). 

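<i>Cxcl13</i> (probe set 10523359) was the named gene with the largest increase, with a log2 fold change of 6.07 (SE 0.31, adjusted p = 7.6e-09) in 18Q vs. WT and 5.68 (SE 0.28, adjusted p = 4.0e-09) in 79Q vs. WT, and it was higher in each of the injected mice than in any WT control. The decreases were smaller. In 79Q, the largest among the named genes whose groups did not overlap was that of <i>Hdc</i>, the enzyme that makes histamine, and it stayed under 1 log2 unit. Of the 735 probe sets with an adjusted p under 0.05 in 18Q vs. WT, 628 were higher and 107 lower, so that 85.4% were higher. In 79Q vs. WT, 519 of 721 were higher and 202 lower (72.0% higher). The percentage of higher calls was 70.7% in 18Q and 60.6% in 79Q with each array centred on its median, and 69.6% and 54.8% with only probe sets at or above the median mean. Among probe sets with an unadjusted p under 0.05 and a change of more than 1 log2 unit, 201 were higher and 1 lower in 18Q, and 159 higher and 3 lower in 79Q. The smaller changes did not lean upward. Of all probe sets with an unadjusted p under 0.05, 2,138 were higher and 2,258 lower in 18Q, and 1,964 higher and 2,888 lower in 79Q. In 18Q, 1,415 probe sets (4.07%) had groups that did not overlap, where chance gives 0.794%, and in 79Q 941 (2.71%, chance 0.155%).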

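Genes of the type I interferon response, which cells switch on against viruses and foreign nucleic acid, rose together in both injected groups. 29 of 30 measured members were higher and none lower in 18Q vs. WT (30 higher when adjusted over the list alone), and 27 were higher and none lower in 79Q vs. WT (also 30 over the list alone). Their mean log2 fold change was 1.80 in 18Q and 1.51 in 79Q, and every injected mouse lay above the WT mean (camera adjusted p = 1.1e-77, and 0.0176 with an estimated correlation in 18Q, and camera adjusted p = 2.4e-72 and 0.0149 in 79Q). <i>Ifi27</i>, a short interferon-induced membrane protein, rose by 1.32 (SE 0.077, adjusted p = 3.4e-08) in 18Q and 1.28 (SE 0.070, adjusted p = 1.0e-08) in 79Q, both on the log2 scale. <i>Ifit3</i>, which binds viral RNA, rose by 3.13 (SE 0.21, adjusted p = 1.4e-07) and 2.79 (SE 0.19, adjusted p = 2.0e-07). After reduction to gene symbols, 619 genes passed an adjusted p under 0.05 in 18Q vs. WT, 521 higher and 98 lower, and 601 in 79Q vs. WT, 432 higher and 169 lower. Single mice move the number of probe sets that pass. In 18Q vs. WT it was 1,129 without 18Q replicate 6 and 472 without 18Q replicate 4, and in 79Q vs. WT it was 476 without WT control replicate 2 and 439 without WT control replicate 5.

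**Figure D1:**
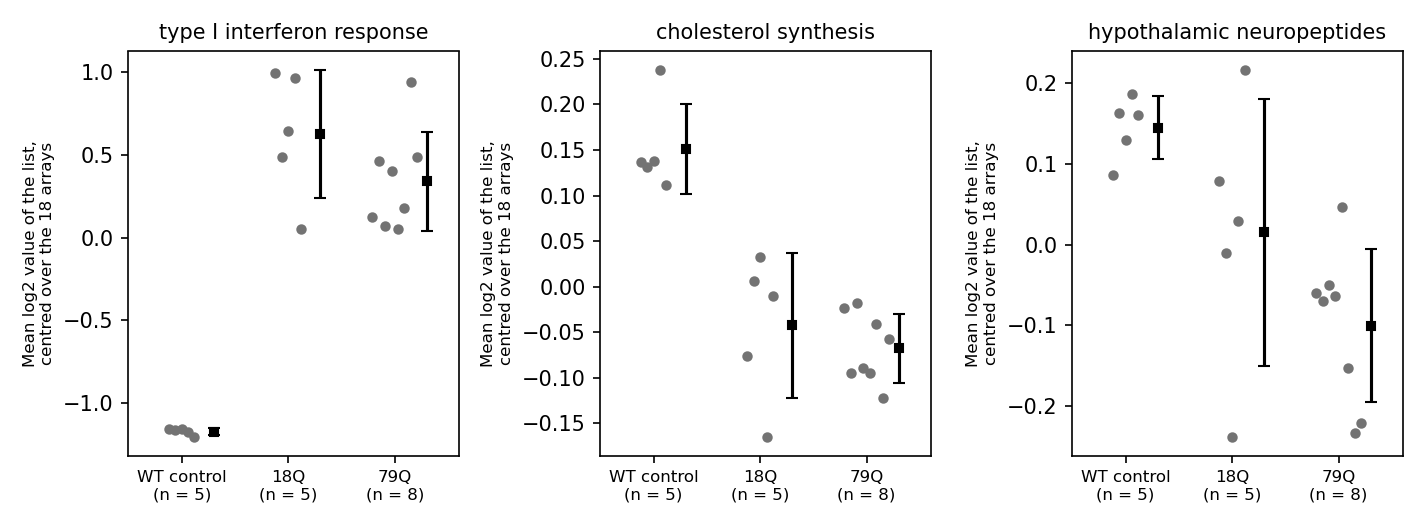
Mean log2 score of the type I interferon response, cholesterol synthesis and hypothalamic neuropeptide lists (y-axes, log2 units, centred over the 18 arrays) in WT control, 18Q and 79Q arrays (x-axis). Points are arrays, and squares with bars are group means ± SD.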

Filtering the dataset based on Benjamini-Hochberg adjusted *p*-values < 0.05 resulted in 735 variables in 18Q vs. WT and 721 in 79Q vs. WT. In the 79Q vs. 18Q dataset that compares the HTT vector injected groups, none of the variables passed the adj. *p* < 0.05 cutoff (Figure 1F).

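The genes with the smallest p in 79Q vs. 18Q were small decreases and increases. First among the decreases were <i>Olfr948</i>, an olfactory receptor gene, at -0.36 on the log2 scale (SE 0.059, adjusted p = 0.256, 8 of 8 arrays), and <i>Trp53rkb</i>, a kinase gene, at -0.21 (SE 0.047, adjusted p = 1.00, 8 of 8 arrays). <i>Olfr948</i> lay far below the array medians, at 3.13 in 79Q and 3.49 in 18Q. Against WT it was higher in 18Q (0.31, SE 0.066, adjusted p = 0.0132) and little changed in 79Q (-0.050, SE 0.059, adjusted p = 0.789). <i>Hdc</i> differed by -0.64 on the log2 scale (SE 0.14, adjusted p = 1.00), and was below the 18Q mean in 8 of 8 79Q arrays (exact permutation p = 0.00622). <i>Prph</i>, the intermediate filament peripherin of neurons, differed by -0.27 (SE 0.065, exact permutation p = 0.00466). In the other direction, <i>Cd1d1</i>, which presents lipids to T cells, differed by 0.29 (SE 0.060, exact permutation p = 0.000777), and <i>Psph</i>, an enzyme of serine synthesis, by 0.16 (SE 0.039, exact permutation p = 0.000777). The mouse <i>Htt</i> gene differed by 0.024 (SE 0.031). In limma, 0 probe sets passed an adjusted p under 0.05, and 1,475 had an unadjusted p under 0.05 (552 higher, 923 lower), where chance gives 1,738. The smallest adjusted p was 0.256. The median 95% interval of a difference reached 0.13 log2 units to either side. Leaving out 18Q replicate 2, 18Q replicate 3 or 79Q replicate 5 gave 1 probe set past the adjusted threshold.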

**FIGURE 1:**
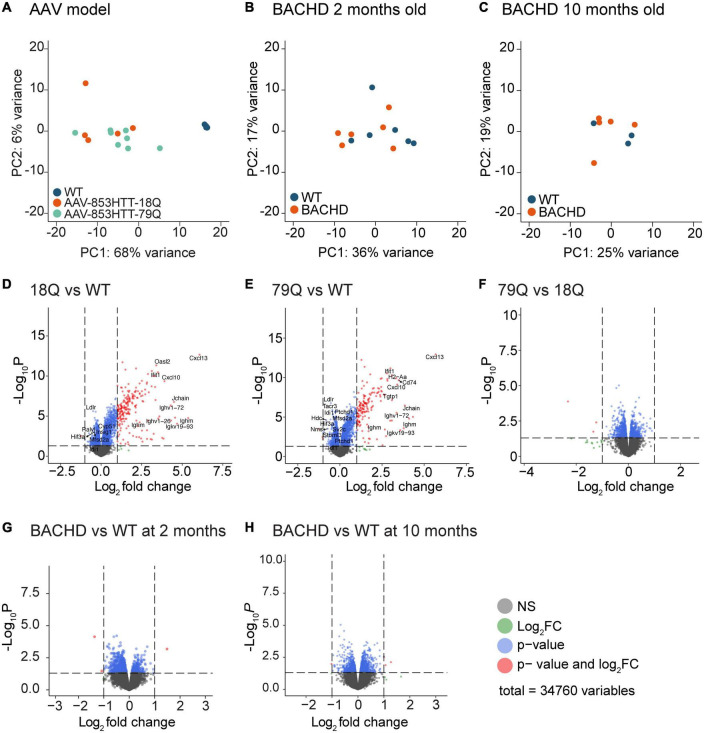
Limma of microarray datasets show the most pronounced effect on gene expression in mouse groups overexpressing huntingtin (HTT) in the hypothalamus. A total of 34,760 variables (probe IDs) from the Affymetrix platform were analyzed by limma. **(A)** Principal Component Analysis (PCA) of all samples from the AAV groups was analyzed at 4 weeks post-injection. **(B)** PCA of samples from bacterial artificial chromosome (BAC)-mediated transgenic mouse model (BACHD) mice compared to age-matched controls at 2 months of age. **(C)** PCA of samples from BACHD mice compared to age-matched controls at 10 months of age. **(D–F)** Volcano plots for the AAV groups. Color key for variables: gray = non-significant (*p*-value > 0.05), blue = *p*-value < 0.05, and red = *p*-value < 0.05 and log2(FC) > 1 or log2(FC) < −1. Gene names of the top 10 upregulated and top 10 down-regulated genes when filtered for adj. *p*-value and log2(FC) are displayed. For the 79Q vs. 18Q dataset, no gene passed adj. *p*-value < 0.05, instead the top genes are marked based on only log2(FC) (Supplementary Data Sheet 1). **(G,H)** Volcano plots for the BACHD groups; 2 months of age (early stage of disease) and 10 months of age (late stage) (Supplementary Data Sheet 1). No gene passed adj. *p*-value < 0.05; displayed are the top 10 upregulated and top 10-downregulated genes based on only log2(FC). AAV, adeno-associated viral vector; 79Q, HTT853-79Q vector; 18Q, HTT853-18Q vector; Limma, linear models for microarray data.

With a *p* < 0.05 cutoff, 1,422 variables remained for BACHD 2 months vs. WT (Figure 1G) and 1,648 variables for BACHD 10 months vs. WT (Figure 1H), but none of the variables passed filtering for adj. *p* < 0.05.

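<i>Tacr3</i>, the neurokinin B receptor, was among the 5 decreases with the smallest p at both ages. Its difference was -0.40 on the log2 scale (SE 0.084, below the WT mean in 6 of 6 BACHD arrays, exact permutation p = 0.00649) at 2 months and -0.60 (SE 0.11, 5 of 5 arrays, exact permutation p = 0.0179, the smallest that 5 mice against 3 allow) at 10 months. Other genes with the smallest p at 2 months were <i>Rmdn3</i> (0.22, SE 0.058), which tethers mitochondria to the endoplasmic reticulum, <i>Acss1</i> (0.26, SE 0.071), a mitochondrial acetyl-CoA synthetase, and <i>Serpinb6b</i> (-0.33, SE 0.069), a protease inhibitor. At 10 months they included <i>Angpt1</i> (0.32, SE 0.051), a vessel growth factor, <i>Grp</i> (0.37, SE 0.059), the gastrin-releasing peptide, <i>C4b</i> (0.64, SE 0.11) of complement and <i>Cd36</i> (-0.53, SE 0.079), a fatty acid transporter. None of these reached an adjusted p under 0.05. With limma, 0 probe sets passed at either age, and the smallest adjusted p was 0.841 at 2 and 0.322 at 10 months. Unadjusted p values under 0.05 numbered 1,422 at 2 months (303 higher, 1,119 lower) and 1,583 at 10 months (888 higher, 695 lower), and chance gives 1,738. These numbers rest on single mice. The count was 890 without WT 2 months replicate 1, 2,836 without WT 2 months replicate 4 and 2,532 without WT 10 months replicate 3.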

### A set of significantly altered genes related to sterol- and cholesterol processes are shared between mice overexpressing wild-type and mutant huntingtin fragments

The 18Q vs. WT and 79Q vs. WT datasets had the highest number of significant (adj. *p* < 0.05) variables, and we further analyzed the data using the Database for Annotation, Visualization and Integrated Discovery (DAVID) (see text footnote 2) (Huang da et al., 2009; Sherman et al., 2022). Previous studies have shown that wtHTT and mHTT impact the body to varying degrees [reviewed in Cattaneo et al. (2005), van der Burg et al. (2009), and Saudou and Humbert (2016)], highlighting the effects of both gain and loss of HTT functions. However, increased body weight can be caused by both wtHTT and mHTT expression in mice, where the most notable increase is displayed by mice expressing mHTT (Van Raamsdonk et al., 2006; Hult et al., 2011; Baldo et al., 2013; Dickson et al., 2022). Furthermore, HD mouse models expressing full-length HTT (i.e., BACHD, YAC18) also share a similar phenotype (Pouladi et al., 2010; Hult et al., 2011). Therefore, we compared significant genes (adj. *p* < 0.05) identified by limma between the 18Q vs. WT and 79Q vs. WT datasets (Supplementary Data Sheet 1), using the DAVID tool to investigate the functional annotation of shared and unique genes between the HTT groups (18Q vs. WT and 79Q vs. WT) (Figure 2A). DAVID Functional Annotation Clustering was performed using three categories: Biological Process (BP) from gene ontology (GO), BP keywords from Uniprot, and KEGG pathways.

**FIGURE 2:**
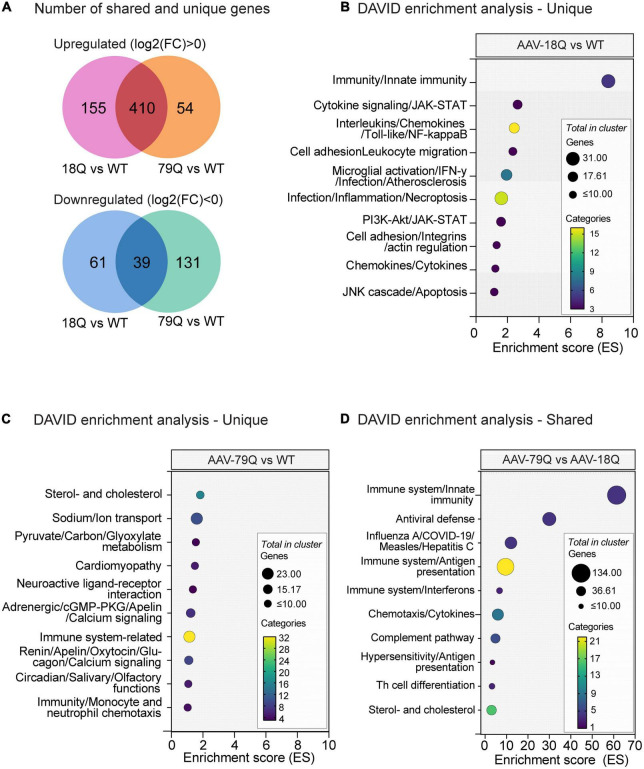
DAVID Functional Annotation Clustering of unique and shared genes between the 18Q vs. WT and 79Q vs. Wild type (WT) datasets. 18Q vs. WT and 79Q vs. WT datasets were filtered based on adj. *p* < 0.05 and separated into three gene sets: shared genes, genes unique for 18Q vs. WT, and genes unique for 79Q vs. WT. Functional Annotation Clustering was performed using the DAVID bioinformatics resource (Huang da et al., 2009; Sherman et al., 2022) on each gene set. Categories used for clustering were KEGG pathways and Biological process (BP) from GO and keyword BP from Uniprot. **(A)** Venn diagram showing the number of shared and unique genes between 18Q vs. WT and 79Q vs. WT, shown as separated by log2(FC) < 0 and log2(FC) > 0. **(B–D)** The top 10 DAVID annotation clusters (based on enrichment score, ES). The y-axis denotes annotation clusters; the full output and lists of each respective gene set can be found in Supplementary Data Sheet 2. **(B)** Unique gene set (adj. *p* < 0.05) in 18Q vs. WT, **(C)** unique gene set (adj. *p* < 0.05) in 79Q vs. WT, and **(D)** shared gene set (adj. *p* < 0.05) between the 18Q vs. WT and 79Q vs. WT datasets. DAVID, database for annotation, visualization, and integrated discovery; GO, gene ontology; ES, enrichment score; 79Q, HTT853-79Q vector; 18Q, HTT853-18Q vector; limma, linear models for microarray data, FC, fold change.

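The astrocyte filament gene <i>Gfap</i> and the RNA-binding protein gene <i>Ralyl</i> passed the adjusted threshold in 18Q vs. WT and not in 79Q vs. WT. <i>Gfap</i> rose by 0.77 on the log2 scale in 18Q (SE 0.14, adjusted p = 0.00494, above the WT mean in 5 of 5 arrays), and its difference in 79Q was 0.46 (SE 0.13, adjusted p = 0.0844). <i>Ralyl</i> fell by 0.45 in 18Q (SE 0.10, adjusted p = 0.0215, 5 of 5 arrays) and its difference in 79Q was -0.18 (SE 0.091, adjusted p = 0.393). Of 199 such genes, 141 were higher and 58 lower in 18Q. Of the 235 probe sets behind this list and its unnamed entries, 234 had the same sign in 79Q vs. WT and 214 also had an unadjusted p under 0.05 there. The same 5 WT mice enter both comparisons. In 100 simulations without any effect and with shared controls, as many probe sets with the smallest p in 18Q vs. WT gave a median of 226 with the same sign (highest 232) and 103 that also had an unadjusted p under 0.05 (highest 123). The difference between 79Q and 18Q had an unadjusted p under 0.05 for 57 of them and an adjusted p under 0.05 for none.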

For 18Q vs. WT, the unique gene set consisted of 216 genes, 155 with log2(FC) > 0 and 61 with log2(FC) < 0 (Figure 2A). Functional Annotation Clustering of the 18Q vs. WT unique gene set showed clusters related to inflammation and the immune system in the top 10 [enrichment score (ES) range = 8.40–1.16] (Figure 2B). 

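Toll-like receptors and their adaptors, which sense microbial and viral molecules, rose in both injected groups. 9 of 12 measured members were higher in 18Q vs. WT (9 over the list alone) and 5 in 79Q vs. WT (10 over the list alone), with none lower. Their mean log2 fold change was 0.48 in 18Q (camera adjusted p = 5.3e-14, and 0.0383 with an estimated correlation) and 0.39 in 79Q (camera adjusted p = 7.5e-14, and 0.0397 with an estimated correlation). <i>Tlr3</i>, the sensor of double-stranded RNA, rose by 0.75 in 18Q (SE 0.099, adjusted p = 0.000201, 5 of 5 arrays) and by 0.63 in 79Q (SE 0.089, adjusted p = 0.000426, 8 of 8 arrays). The top cluster for genes unique to 18Q holds 31 distinct genes over its terms in Supplementary Data Sheet 2, of which 27 could be matched to a named probe set. 26 of these were above zero in 18Q, and 26 passed the adjusted threshold. In 79Q vs. WT, 26 were above zero and 26 had an unadjusted p under 0.05. The cluster was chosen on these arrays, so its direction is not independent evidence.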

Comparing log2(FC) of genes in the top cluster in 18Q vs. WT [*n* = 51 genes, (adj. *p* < 0.05) to 79Q vs. WT (adj. *p* > 0.05)] showed that the gene with the highest difference in log2(FC) was immunoglobulin heavy chain (X24 family) (*Igh-VX24)* followed by tripartite motif-containing 30D (*Trim30d*) and toll-like-receptor 7 (*Tlr7*) [log2(FC): (18Q vs. WT–79Q vs. WT); *Igh-Vx24*: 1.04, *Trim30d*: 0.42, *Tlr7*: 0.34]. 

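<i>Trim30d</i>, a member of the TRIM family, and <i>Tlr7</i>, the sensor of single-stranded RNA, rose in 18Q vs. WT. The log2 fold change of <i>Trim30d</i> was 0.90 (SE 0.15, adjusted p = 0.00255, 5 of 5 arrays) in 18Q and 0.48 (SE 0.14, adjusted p = 0.0927, 8 of 8 arrays) in 79Q. That of <i>Tlr7</i> was 0.85 (SE 0.18, adjusted p = 0.0121, 5 of 5 arrays) and 0.51 (SE 0.16, adjusted p = 0.125, 8 of 8 arrays). The difference of 79Q minus 18Q was -0.42 (SE 0.14, exact permutation p = 0.0303) for <i>Trim30d</i> and -0.34 (SE 0.16, exact permutation p = 0.0862) for <i>Tlr7</i>, with an adjusted p of 1.00 for each. In 79Q, the replicate 7 array stood at 5.98 for <i>Trim30d</i> and the next highest at 5.46. No probe set carries the symbol <i>Igh-VX24</i> alone, and no value is given for it.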

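<i>Casp4</i>, an inflammatory caspase gene of that cluster, passed the adjusted threshold in 18Q vs. WT and not in 79Q vs. WT. The log2 fold change of <i>Casp4</i> was 0.85 (SE 0.18, adjusted p = 0.0139) in 18Q and 0.57 (SE 0.16, adjusted p = 0.0883) in 79Q. Over the 27 genes that were matched, of 31 distinct genes in Supplementary Data Sheet 2, the mean log2 fold change against WT was 0.476 in 18Q and 0.331 in 79Q, 26 of the genes being above zero in each. The adjusted threshold was passed by 26 of them in 18Q and 0 in 79Q, and the mean of 18Q minus 79Q was 0.145 with a 95% CI across genes of (0.106, 0.184). 26 of the genes were lower in 79Q than in 18Q. The genes were chosen as past the threshold in 18Q and not in 79Q, so these counts and the sign of the mean difference are not independent evidence. Genes of 1 cluster also move together and are not independent replicates. Per mouse, the mean score of these genes was 7.10 ± 0.15 (SD, n = 8) in 79Q and 7.25 ± 0.21 (SD, n = 5) in 18Q, and the difference did not pass (exact permutation p = 0.166). Without 18Q replicate 6 the mean of 79Q minus 18Q was -0.221 (exact permutation p = 0.0384).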

Across all 51 genes, the mean difference with 95% CI was 0.135 (0.090, 0.181) (Supplementary Data Sheet 1, 2).

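<i>Prph</i>, <i>Papss2</i> and <i>Gad1</i> passed the adjusted threshold in 79Q vs. WT and not in 18Q vs. WT. <i>Papss2</i> makes the sulfate donor of sulfotransferases and <i>Gad1</i> makes the neurotransmitter GABA. <i>Prph</i> fell by 0.39 on the log2 scale in 79Q (SE 0.065, adjusted p = 0.00182, 8 of 8 arrays) and differed by -0.12 in 18Q (SE 0.072, adjusted p = 0.536). <i>Papss2</i> fell by 0.38 in 79Q (SE 0.077, adjusted p = 0.0106, 8 of 8 arrays) and differed by -0.22 in 18Q (SE 0.085, adjusted p = 0.251). For <i>Gad1</i> the values were -0.21 (SE 0.049, adjusted p = 0.0275, 8 of 8 arrays) and -0.083 (SE 0.055, adjusted p = 0.595). In all, 181 genes passed in 79Q alone, 52 higher and 129 lower. All 221 probe sets behind this list and its unnamed entries had the same sign in 18Q vs. WT, 178 with an unadjusted p under 0.05. Simulations without any effect and with the same 5 WT mice in both comparisons gave medians of 213 and 98 (highest 219 and 117) for as many probe sets. In the data, 37 had an unadjusted p under 0.05 in 79Q vs. 18Q.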

For 79Q vs. WT, the unique gene set consisted of 185 genes, 54 with log2(FC) > 0 and 131 with log2(FC) < 0 (Figure 2A). 

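Besides the sterol genes, markers of GABA neurons were lower in 79Q vs. WT. Adjusted over the list alone, 7 of 10 measured markers fell, and <i>Gad1</i>, which makes GABA, passed over all probe sets too (-0.21, SE 0.049, adjusted p = 0.0275, 8 of 8 arrays). The mean log2 fold change of the list was -0.19 (camera adjusted p = 0.000171), and the call was lost at adjusted p = 0.130 with an estimated correlation. In 18Q vs. WT none of these markers passed and their mean was -0.083. Genes of the suprachiasmatic nucleus, the circadian pacemaker, had a mean of -0.28 in 79Q vs. WT (1 of 13 lower, 7 over the list alone; camera adjusted p = 0.000324, adjusted p = 0.101 with an estimated correlation). They were lower on average in 18Q vs. WT too, with a mean of -0.17 (SE 0.082). The difference of 79Q minus 18Q was -0.12 (SE 0.074). Within groups, both lists went inversely with thalamic markers (r = -0.789 and -0.742) and oligodendrocyte markers (r = -0.780 and -0.728) over the 18 arrays. With both scores as covariates the means in 79Q vs. WT were -0.14 (SE 0.035) and -0.24 (SE 0.050). Among cholesterol synthesis genes that fell in 79Q and missed the adjusted threshold in 18Q were <i>Lss</i>, lanosterol synthase (-0.24, SE 0.043, adjusted p = 0.00496; -0.18 in 18Q, adjusted p = 0.0585), and <i>Acat2</i>, which joins acetyl-CoA units (-0.19, SE 0.039, adjusted p = 0.0118; -0.14 in 18Q, adjusted p = 0.109).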

Among the top 10 annotation clusters for 79Q vs. WT were sterol- and cholesterol-related terms, neuropeptide function, and immune-related pathways (ES range = 1.83–1.03) (Figure 2C). 

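<i>Msmo1</i> and <i>Fdft1</i>, enzymes of cholesterol synthesis, and <i>Acss2</i>, which makes acetyl-CoA from acetate, fell in 79Q vs. WT. The log2 fold change of <i>Msmo1</i> was -0.33 (SE 0.072, adjusted p = 0.0205, 8 of 8 arrays) in 79Q and -0.20 (SE 0.080, adjusted p = 0.283) in 18Q. For <i>Fdft1</i> it was -0.28 (SE 0.067, adjusted p = 0.0377) and -0.19 (SE 0.074, adjusted p = 0.253), and for <i>Acss2</i> -0.23 (SE 0.043, adjusted p = 0.00579) and -0.16 (SE 0.048, adjusted p = 0.108). <i>Ch25h</i>, which oxidizes cholesterol and is induced by interferon, rose in 79Q (0.38, SE 0.087, adjusted p = 0.0255) and was 0.36 (SE 0.096, adjusted p = 0.0670) in 18Q. The first cluster for genes unique to 79Q holds 11 distinct genes in Supplementary Data Sheet 2, all matched, 2 above and 9 below zero in both comparisons with WT, with means of -0.103 in 79Q and -0.062 in 18Q. The mean of 79Q minus 18Q was -0.041 with a 95% CI across genes of (-0.081, -0.00090), and it was -0.023 without 18Q replicate 3. The difference in the score of these genes between the mice of both groups did not pass (exact permutation p = 0.147). The authors chose the genes on these arrays, so the list is not independent evidence of its direction.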

Comparison of the log2(FC) of genes in the top cluster (sterol- and cholesterol-related) in 79Q vs. WT (*n* = 12 genes, adj. *p* < 0.05) to 18Q vs. WT (adj. *p* > 0.05) showed a mean difference with 95% CI of -0.042 (-0.078, -0.006). 

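<i>Penk</i>, the precursor of the enkephalin opioid peptides, and <i>Tacr3</i> fell in 79Q vs. WT. The call of <i>Penk</i> missed the adjusted threshold in 10 of 28 alternative fits. <i>Penk</i> was at 11.90 ± 0.12 (SD, n = 8) in 79Q and 12.19 ± 0.063 (SD, n = 5) in WT control arrays, a log2 fold change of -0.29 (SE 0.068, adjusted p = 0.0297), and at -0.027 (SE 0.075, adjusted p = 0.940) in 18Q vs. WT. <i>Tacr3</i> had a log2 fold change of -0.45 (SE 0.063, adjusted p = 0.000403) in 79Q and -0.21 (SE 0.070, adjusted p = 0.164) in 18Q. Between 79Q and 18Q, <i>Penk</i> differed by -0.26 (SE 0.068, exact permutation p = 0.00699) and <i>Tacr3</i> by -0.24 (SE 0.063, exact permutation p = 0.00544), each lower in 8 of 8 79Q arrays and neither past the adjusted threshold. The fifth cluster of genes unique to 79Q holds 10 distinct genes in Supplementary Data Sheet 2. All were matched, and all but <i>Pebp1</i> (adjusted p = 0.985) passed in 79Q vs. WT. Their mean of 79Q minus 18Q was -0.089 with a 95% CI across genes of (-0.169, -0.0087), 7 below and 3 above zero, and the score of the mice differed (exact permutation p = 0.00777). With the median in place of the mean over genes in the score, the difference did not pass (exact permutation p = 0.408). The median of 79Q minus 18Q over the genes was -0.086, and that p is for the score and not for this median. Selection of the cluster on these arrays means that its direction is not independent evidence.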

In the top 5/10 cluster related to neuroactive ligands (GO:0032355∼response to estradiol, GO:0007568∼aging, mmu04080∼Neuroactive ligand-receptor interaction, *n* = 12 genes), we found a mean difference in log2(FC) of -0.067 (-0.141, 0.006) between the 79Q vs. WT and 18Q vs. WT datasets, where the genes with the highest difference were proenkephalin (*Penk*) and tachykinin receptor 3 (*Tacr3*) [log2(FC): (79Q vs. WT-18Q vs. WT); *Penk*: -0.26, *Tacr3*: -0.24] (Supplementary Data Sheets 1, 2).

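<i>Ifit1</i>, <i>Cxcl10</i> and <i>Oasl2</i> rose and <i>Idi1</i> fell in both injected groups. <i>Ifit1</i>, an interferon-induced RNA-binding protein, rose by 3.51 on the log2 scale in 18Q (SE 0.24, adjusted p = 1.7e-07) and 3.08 in 79Q (SE 0.22, adjusted p = 2.5e-07). <i>Cxcl10</i>, which attracts T cells, rose by 3.91 (SE 0.32, adjusted p = 1.3e-06) and 3.40 (SE 0.29, adjusted p = 1.7e-06), in 5 of 5 and 8 of 8 mice. 380 genes were higher and 40 lower in both comparisons at an adjusted p under 0.05, 420 in all, and none went in opposite directions. Of 521 genes higher in 18Q and 432 higher in 79Q among 20,022, independent lists would share 11.2, and of 98 and 169 lower genes 0.83. Both comparisons use the same 5 WT mice, which ties them together. Data simulated without any effect, with the same controls, gave 0 shared calls in 100 simulations and a correlation of all log2 fold changes of 0.555 across genes, against 0.876 in the data. Their covariance was 0.00562 in the simulations and 0.0334 in the data. When the controls were split so that each comparison had its own, a median of 86 genes (65 to 118 over 20 splits) was shared, 85 higher and 1 lower, at a covariance of 0.0287 and a correlation of 0.662.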

The shared gene list between 18Q vs. WT and 79Q vs. WT consisted of 410 genes with log2(FC) > 0 and 39 genes with log2(FC) < 0 (Figure 2D and Supplementary Data Sheet 2). 

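Genes of antigen presentation, interferon-inducible GTPases and chemokines rose in 18Q and 79Q alike. Of 14 genes that load and present antigen on MHC class I, 10 were higher in 18Q and 9 in 79Q (13 and 14 over the list alone), with mean log2 fold changes of 0.82 and 0.78. <i>H2-Q4</i>, a class I molecule, rose by 2.38 in 18Q (SE 0.24, adjusted p = 1.4e-05) and 2.20 in 79Q (SE 0.22, adjusted p = 1.0e-05). Of 10 genes of MHC class II presentation, 5 rose in 18Q and 7 in 79Q (8 over the list alone in each), with means of 1.14 and 1.18. All 7 GTPases, which restrict intracellular pathogens, rose in both groups, with means of 1.94 and 1.77, led by <i>Iigp1</i> (2.55, SE 0.27, adjusted p = 2.2e-05 in 18Q and 2.38, SE 0.24, adjusted p = 1.4e-05 in 79Q) and <i>Irgm1</i> (2.38 and 2.26). 10 of 19 chemokines rose in each group (13 in 18Q and 12 in 79Q over the list alone), among them <i>Ccl5</i> (2.72, SE 0.28, adjusted p = 1.7e-05 in 18Q and 2.40, SE 0.26, adjusted p = 2.1e-05 in 79Q). No member of these lists fell. The estimated-correlation adjusted p of camera ranged from 0.0149 to 0.0224 over the 4 lists and both groups, and every injected mouse was above the WT mean of each list. Markers of T and NK cells moved with these lists, with a mean of 0.40 in 18Q and 0.30 in 79Q.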

An immune system-related annotation cluster was top-ranked (ES = 61.36), followed by enrichment of clusters involving immune system components and diseases related to immunity (Figure 4D). Sterol-and cholesterol-related terms constituted annotation cluster 10 (ES = 2.99) containing 37 genes such as low-density lipoprotein receptor [*Ldlr*; log2(FC) 18Q vs. WT: −0.49, 79Q vs. WT: −0.54] (Supplementary Data Sheets 1, 2).

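Of the 37 genes of the cluster, 13 fell and 24 rose in both groups, all past the adjusted threshold. The decreases hold enzymes of sterol synthesis such as <i>Nsdhl</i> (-0.31, SE 0.063, adjusted p = 0.00893 in 18Q and -0.34, SE 0.057, adjusted p = 0.00198 in 79Q) and <i>Cyp51</i>, and <i>Insig1</i>, which holds the sterol sensor in the endoplasmic reticulum. The increases are not enzymes of sterol synthesis. Among them are <i>C3</i> of complement (1.71, SE 0.24, adjusted p = 0.000389 in 18Q and 1.47, SE 0.22, adjusted p = 0.000640 in 79Q), <i>Hmox1</i>, which degrades heme, <i>Tspo</i>, a mitochondrial protein of microglia, and <i>Abca1</i>, which exports cholesterol (0.42 and 0.31). Over all members the mean log2 fold change was above zero, 0.302 in 18Q and 0.253 in 79Q. As the cluster was formed from genes called on these arrays, it is not independent evidence of their direction.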

**FIGURE 3:**
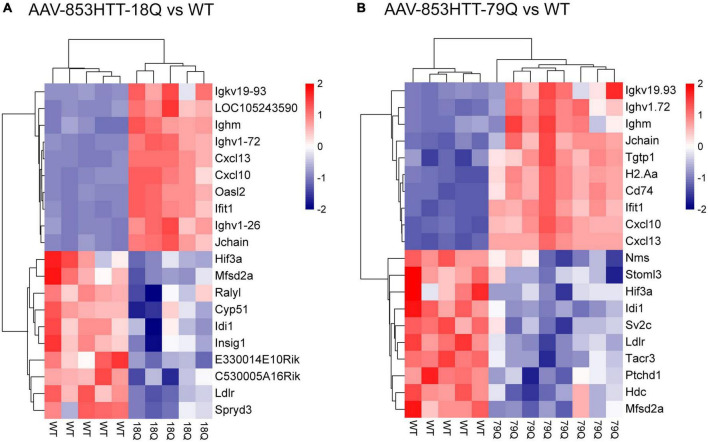
Top-ranked downregulated genes in the 79Q vs. wild type (WT) dataset include histidine decarboxylase (*Hdc*), tachykinin receptor 3 (*Tacr3*), and neuromedin S (*Nms*). Heatmap of scaled RMA-limma values [scale(rows)] with hierarchical clustering showing the top 10 up- and top 10 downregulated genes, based on adj. *p* and log2(FC) in **(A)** 18Q vs. WT and **(B)** 79Q vs. WT. *Hdc*, *Tacr, Nms*, and *Sv2c*, associated with neuroendocrine signaling, were significantly altered (criteria adj. *p* < 0.05) in the 79Q vs. WT limma dataset. 79Q, HTT853-79Q vector; 18Q, HTT853-18Q vector; Sv2c, synaptic vesicle glycoprotein 2C.

**FIGURE 4:**
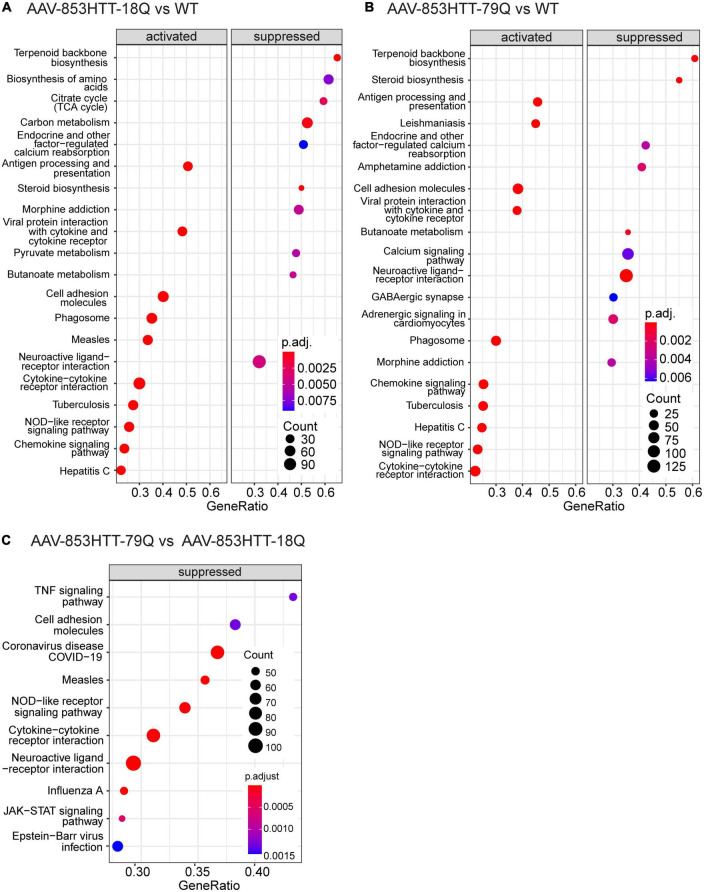
Gene set enrichment analysis (GSEA) of KEGG pathways comparing mutant huntingtin (mHTT) 79Q to wild-type huntingtin (wtHTT) 18Q indicate suppressed pathways related to the immune system and neuroendocrine signaling. GSEA of KEGG pathways was performed on the limma output files for the AAV datasets (79Q vs. 18Q, 18Q vs. WT and 79Q vs. WT). **(A)** The top 10 up- and top 10 downregulated KEGG pathways in AAV-853HTT-18Q vs. WT and **(B)** AAV-853HTT-79Q vs. WT. **(C)** For AAV-853HTT-79Q vs. AAV-853HTT-18Q, all pathways identified by GSEA-KEGG had a negative normalized enrichment score (NES), indicating suppression. The top 10 are shown. AAV, adeno-associated viral vector; 79Q, HTT853-79Q vector; 18Q, HTT853-18Q vector.

### Top-ranked downregulated genes in mice overexpressing huntingtin show functional associations with biosynthetic- and neuroendocrine processes

Next, we assessed the top 10 up- and top 10 downregulated genes [adj. *p* and log2(FC)] in the 18Q vs. WT and 79Q vs. WT datasets (Supplementary Data Sheet 1). 

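<i>Cyp51</i>, <i>Idi1</i>, <i>Insig1</i> and <i>Nsdhl</i>, all part of sterol synthesis or its control, were among the 10 named genes with the largest decreases in 18Q vs. WT whose groups did not overlap. <i>Idi1</i>, which makes the isoprenoid building block dimethylallyl diphosphate, was at 8.93 ± 0.18 (SD, n = 5) in 18Q and 9.27 ± 0.10 (SD, n = 5) in WT control arrays, a log2 fold change of -0.34 (SE 0.073, adjusted p = 0.0142). In 79Q it fell by 0.42 (SE 0.066, adjusted p = 0.00110). <i>Mfsd2a</i>, a transporter of lysophosphatidylcholine with omega-3 fatty acids at the blood-brain barrier, had a log2 fold change of -0.43 in 18Q (SE 0.11, adjusted p = 0.0447, 5 of 5 arrays) and -0.55 in 79Q (SE 0.096, adjusted p = 0.00326, 8 of 8 arrays). The 79Q and WT control arrays overlap for <i>Mfsd2a</i>. <i>Cyp51</i>, lanosterol demethylase, had a log2 fold change of -0.36 (SE 0.080, adjusted p = 0.0203) in 18Q and -0.37 (SE 0.072, adjusted p = 0.00887) in 79Q, and <i>Insig1</i> -0.33 (SE 0.076, adjusted p = 0.0238) and -0.30 (SE 0.069, adjusted p = 0.0275). Outside sterol metabolism were <i>Kifc2</i>, a kinesin of neurons (-0.33, SE 0.049, adjusted p = 0.000641), and <i>Podxl2</i>, a membrane glycoprotein (-0.30, SE 0.058, adjusted p = 0.00642). By the same rule <i>Idi1</i> was also among the 10 of 79Q vs. WT. The 18Q call of <i>Mfsd2a</i> missed the adjusted threshold in 12 of 28 alternative fits.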

For 18Q vs. WT, among the top 10 downregulated genes were *Ldlr*, isopentenyl-diphosphate delta isomerase 1 (*Idi1*), and major facilitator superfamily domain-containing 2A (*Mfsd2a*) (Figure 3A), genes that were also among top 10 downregulated in the 79Q vs. WT dataset. In addition, part of the top 10 downregulated genes in 79Q vs. WT were neuromedin S (*Nms*), Hdc, synaptic vesicle glycoprotein 2C (*Sv2c*), and *Tacr3* (Figure 3B). 

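<i>Nms</i>, a neuropeptide of the suprachiasmatic nucleus, and <i>Hdc</i>, which marks the histamine neurons of the posterior hypothalamus, fell in 79Q vs. WT. <i>Hdc</i> (probe set 10487238) was at 8.67 ± 0.34 (SD, n = 8) in 79Q against 9.48 ± 0.15 (SD, n = 5) in WT control arrays, a log2 fold change of -0.81 (SE 0.14, adjusted p = 0.00373). <i>Nms</i> was at 7.14 ± 0.34 (SD, n = 8) against 7.86 ± 0.13 (SD, n = 5), a log2 fold change of -0.72 (SE 0.16, adjusted p = 0.0229). <i>Sv2c</i>, a vesicle protein of basal forebrain and midbrain neurons, fell by 0.46 (SE 0.097, adjusted p = 0.0148). These 3 genes and <i>Tacr3</i> were below the WT mean in 8 of 8 79Q arrays. In 18Q vs. WT the log2 fold changes were -0.17 for <i>Hdc</i> (SE 0.16, adjusted p = 0.758), -0.40 for <i>Nms</i> (SE 0.18, adjusted p = 0.352) and -0.17 for <i>Sv2c</i> (SE 0.11, adjusted p = 0.570). Tested directly, 79Q minus 18Q was -0.32 for <i>Nms</i> (exact permutation p = 0.135, 8 against 5 mice) and -0.29 for <i>Sv2c</i> (exact permutation p = 0.0109), where leaving out 18Q replicate 3 gave -0.17. Other large decreases in 79Q were those of <i>Hif3a</i>, a hypoxia-inducible factor (-0.50, SE 0.10, adjusted p = 0.0104), and <i>Stoml3</i>, a stomatin-like membrane protein (-0.60, SE 0.15, adjusted p = 0.0444), whose call missed the adjusted threshold in 17 of 28 alternative fits. Both were lower in 18Q vs. WT too, <i>Hif3a</i> by 0.44 (SE 0.11, adjusted p = 0.0485, missed in 17 of 27 fits) and <i>Stoml3</i> by 0.57 (SE 0.17, adjusted p = 0.104). Their differences of 79Q minus 18Q were small, at -0.0615 (SE 0.10) and -0.036 (SE 0.15).

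**Figure D2:**
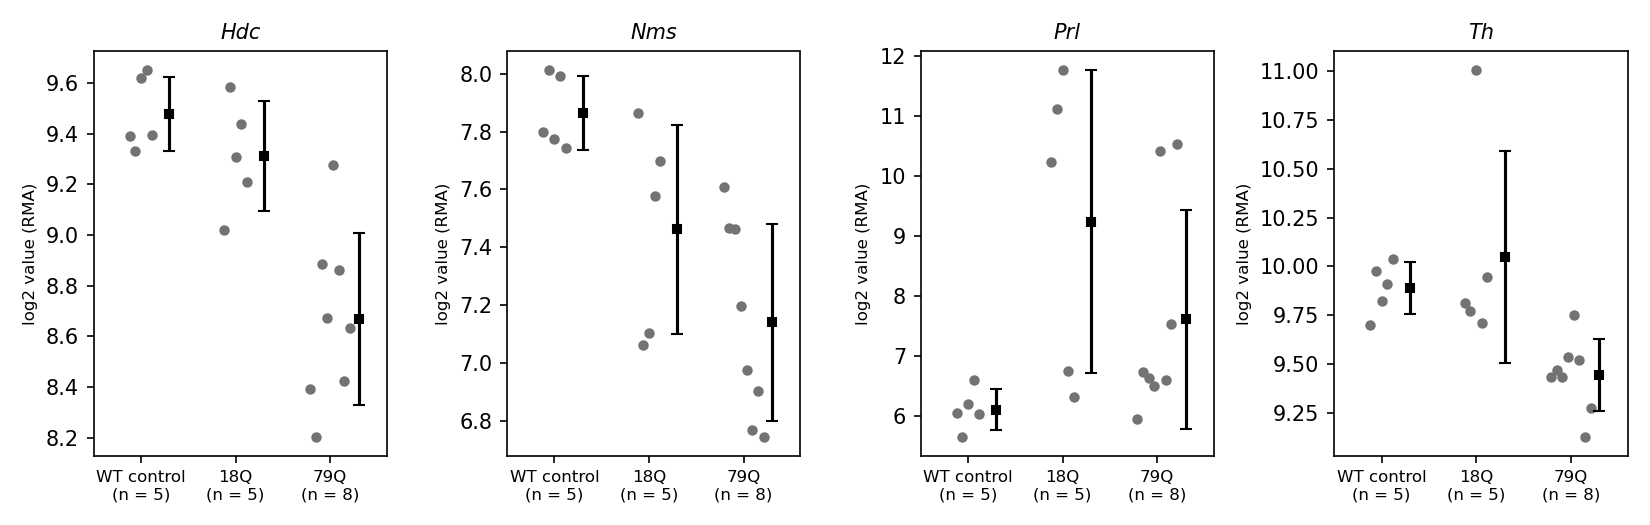
Log2 values of Hdc, Nms, Prl and Th (y-axes) in WT control, 18Q and 79Q arrays (x-axis). Points are arrays, and squares with bars are group means ± SD.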

Comparing the top 10 upregulated genes between 18Q vs. WT and 79Q vs. WT showed that seven out of 10 were shared and related to the immune system.

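The 10 named genes with the largest increases encode immunoglobulin chains, chemokines, antigen-presenting molecules and interferon-induced proteins. <i>Jchain</i> rose by 4.50 on the log2 scale in 18Q (SE 0.54, adjusted p = 8.3e-05) and 3.85 in 79Q (SE 0.49, adjusted p = 0.000156), and <i>Ighv1-72</i> by 4.29 (SE 0.56, adjusted p = 0.000183) and 3.37 (SE 0.50, adjusted p = 0.000732). <i>Cd74</i>, the invariant chain of MHC class II, rose by 3.33 (SE 0.30, adjusted p = 4.3e-06) and 3.49 (SE 0.27, adjusted p = 6.2e-07). <i>Oasl2</i>, an oligoadenylate synthetase-like protein, rose by 3.40 (SE 0.21, adjusted p = 5.4e-08) and 3.00 (SE 0.19, adjusted p = 5.9e-08), and <i>Ifi44</i> by 3.32 and 2.82. Each of these was above the WT mean in 5 of 5 18Q and 8 of 8 79Q arrays. 9 of the 10 genes with the largest increases and non-overlapping groups were shared, and the others were <i>Igha</i> in 18Q and <i>H2-Aa</i> in 79Q. <i>Igha</i> rose by 4.31 in 18Q (SE 0.79, adjusted p = 0.00408) and 4.34 in 79Q (SE 0.71, adjusted p = 0.00182), and <i>H2-Aa</i> by 3.11 (SE 0.28, adjusted p = 3.7e-06) and 3.33 (SE 0.25, adjusted p = 4.8e-07). The increase of <i>Igkv19-93</i> in 79Q (3.58, SE 0.84, adjusted p = 0.0303) missed the adjusted threshold in 10 of 28 alternative fits. The lowest value came with the mean of all its probe sets, 1.82 in 79Q and 2.44 in 18Q, where it was 4.69 otherwise.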

Next, we elaborated further on the functional implications of the differences in the top 10 downregulated genes between 18Q vs. WT and 79Q vs. WT. GSEA of GO-BP with leading-edge analysis (Subramanian et al., 2005) was used to consider the cross-correlation of the top 10 downregulated genes with changes across the whole limma dataset and relation to biological processes (Supplementary Data Sheet 3). The top 10 downregulated genes were compared to leading-edge gene sets in the GSEA-GO BP outputs. For the top five GSEA-GO BP (ranked by normalized enrichment score: NES), the top 10 downregulated genes were related to biosynthesis and/or metabolism of sterol, cholesterol, isopentenyl diphosphate, and phosphatidylcholine. For 79Q vs. WT, multiple of the top 10 downregulated genes could be attenuated in leading-edge subsets (top five GSEA-GO BP per gene) for behavioral processes (“behavior,” “circadian behavior,” “feeding behavior”) and neuropeptide signaling pathways. Taken together, at 4 weeks post-injection, wtHTT and mHTT overexpression groups share genes that are involved in biosynthetic pathways. However, specific to mHTT overexpression are significant decreases in key neuropeptides, an effect that is not found or of a lower magnitude for wtHTT overexpression.

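Cholesterol synthesis genes fell together in 18Q and 79Q. Of 22 measured enzymes, 10 were lower in 18Q vs. WT and 13 in 79Q vs. WT (17 and 18 over the list alone), and none was higher. Their mean log2 fold change was -0.19 in 18Q (camera adjusted p = 4.7e-14, and 0.0333 with an estimated correlation) and -0.22 in 79Q (camera adjusted p = 1.9e-17, and 0.0211 with an estimated correlation), and 0 of 5 18Q and 0 of 8 79Q arrays lay above the WT mean. <i>Sqle</i>, squalene epoxidase, fell by 0.22 in 18Q (SE 0.049, adjusted p = 0.0204) and 0.30 in 79Q (SE 0.044, adjusted p = 0.000598). The list was not called between 79Q and 18Q (mean -0.025, camera adjusted p = 0.296).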

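Hypothalamic neuropeptide genes were lower in 79Q vs. WT as a group, and few passed on their own. Of 39 measured, 2 fell (13 over the list alone) and none rose, with a mean log2 fold change of -0.25 (camera adjusted p = 1.8e-08). The call was lost at adjusted p = 0.0673 with an estimated correlation. <i>Vip</i>, a peptide of the suprachiasmatic nucleus, had a log2 fold change of -0.84 (SE 0.25, adjusted p = 0.101, 8 of 8 arrays), <i>Hcrt</i>, the orexin precursor, -0.43 (SE 0.12, adjusted p = 0.0865, 8 of 8 arrays) and <i>Cartpt</i>, an appetite-suppressing peptide, -0.44 (SE 0.14, adjusted p = 0.128, 8 of 8 arrays). In 18Q vs. WT, none of the 39 passed and their mean was -0.13 (camera adjusted p = 0.0160, adjusted p = 0.385 with an estimated correlation), with -0.25 for <i>Vip</i>, -0.078 for <i>Hcrt</i> and -0.23 for <i>Cartpt</i>, and without 18Q replicate 3 the list was not called (camera adjusted p = 0.332). The difference itself, 79Q vs. 18Q, had a mean of -0.12 (camera adjusted p = 1.9e-05, adjusted p = 0.481 with an estimated correlation), 30 members below and 9 above zero. 1 of 8 79Q arrays lay above the 18Q mean of the list. The mean difference was -0.18 without 18Q replicate 3 and -0.065 without 18Q replicate 6. Within groups the score of the list went inversely with those of thalamic (r = -0.744) and oligodendrocyte markers (r = -0.670) over the 18 arrays. With both as covariates its mean was -0.21 (SE 0.044) in 79Q vs. WT, -0.097 (SE 0.048) in 18Q vs. WT and -0.11 (SE 0.043) in 79Q vs. 18Q. The paper concludes that decreases in key neuropeptides are specific to mHTT overexpression and absent or weaker with wtHTT.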

### Hypothalamic wild-type and mutant huntingtin overexpression causes widespread alteration of biosynthetic pathways

Next, we used GSEA with a leading-edge analysis of KEGG pathways (Subramanian et al., 2005). As shown in Figure 1, none of the genes passed adj. *p*-value < 0.05 for the 79Q vs. 18Q and BACHD datasets. By using GSEA, we may still identify biologically relevant pathways that exhibit noteworthy cross-correlation between genes with a subtle change in expression levels or weak statistical significance (Supplementary Data Sheet 4).

GSEA-KEGG of 18Q vs. WT and 79Q vs. WT datasets showed that the majority of the significantly enriched KEGG pathways in the top-ranked list (the top 10 NES > 0 and top 10 NES < 0: Figures 4A,B) were shared and related to biosynthesis (“Terpenoid backbone synthesis,” “Steroid biosynthesis”), inflammation and immune system (“Antigen processing and presentation,” “Cytokine-cytokine receptor interaction”), and neuroendocrine signaling (“Endocrine and other factor-regulated calcium reabsorption,” “Neuroactive ligand-receptor interaction”).

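The leading-edge genes of the steroid pathway fell and those of antigen presentation rose in both comparisons. All 10 steroid biosynthesis genes of the 18Q vs. WT leading edge were below zero in both groups, with a mean log2 fold change of -0.242 (95% CI across genes (-0.283, -0.201)) in 18Q and -0.278 (-0.318, -0.238) in 79Q. 6 passed the adjusted threshold in 18Q and 9 in 79Q, among them <i>Tm7sf2</i>, a sterol reductase (-0.22, SE 0.048, adjusted p = 0.0179 in 18Q). The 14 matched genes of the terpenoid backbone, which supplies isoprenoids to sterol synthesis, were all below zero as well, with means of -0.184 (-0.233, -0.135) and -0.174 (-0.228, -0.120). <i>Mvk</i>, mevalonate kinase, fell by 0.21 in 18Q (SE 0.043, adjusted p = 0.0118). Antigen processing and presentation had 31 matched genes, all above zero in both groups, with means of 0.856 (0.546, 1.16) in 18Q and 0.822 (0.499, 1.14) in 79Q, and <i>Tap1</i>, the peptide transporter, rose by 1.56 (SE 0.21, adjusted p = 0.000275) and 1.46 (SE 0.19, adjusted p = 0.000197). In each of the 3 sets the score of the injected mice differed from WT (exact permutation p = 0.00794 for 18Q and 0.000777 for 79Q). Leading edges are picked on these arrays and are not independent evidence. Supplementary Data Sheet 4 gives 102 pathways for 18Q vs. WT (85 with a positive and 17 with a negative NES) and 114 for 79Q vs. WT (84 and 30). These counts are the paper's.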

In the 79Q vs. 18Q dataset, all significantly enriched pathways identified by GSEA (*n* = 38, Supplementary Data Sheet 4) had a negative NES score, indicating suppression. 

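Interferon-response genes were lower in 79Q than in 18Q as a group, although both groups lay far above WT. Their mean log2 difference was -0.29 (camera adjusted p = 3.5e-13), 30 members below and 0 above zero, and no single member passed. The call was lost at adjusted p = 0.576 with an estimated correlation. <i>Ifitm3</i>, which blocks virus entry, differed by -0.35 (SE 0.13, exact permutation p = 0.0389) and <i>Rtp4</i> by -0.41 (SE 0.19, exact permutation p = 0.102). Reactive astrocyte genes had a mean of -0.13 (camera adjusted p = 0.000154) and heat shock proteins -0.11 (camera adjusted p = 0.000232). Of 48 lists, 19 were called, 16 lower and 3 higher in 79Q. None held when the correlation between genes was estimated, at adjusted p = 0.576 with an estimated correlation for astrocyte genes and adjusted p = 0.467 with an estimated correlation for heat shock proteins. Oxidative phosphorylation, one of the lists higher in 79Q, had a mean of 0.022 (camera adjusted p = 0.00111, adjusted p = 0.609 with an estimated correlation; camera adjusted p = 0.109 without 18Q replicate 1).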

The top 10 pathways were related to the immune system and “Neuroactive ligand-receptor interaction” (Figure 4C). 

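Receptors of neuropeptides and metabolic hormones were lower in 79Q than in 18Q by a small amount. The mean log2 difference over 40 measured receptors was -0.067 (camera adjusted p = 0.00409), and the call was lost at adjusted p = 0.609 with an estimated correlation. 32 receptors were below and 8 above zero, and no receptor passed the adjusted threshold. Without 18Q replicate 6 the list was not called (camera adjusted p = 0.327), and without 18Q replicate 3 its mean was -0.12. Those with the smallest p after <i>Tacr3</i> were <i>Sstr1</i>, a somatostatin receptor, with -0.16 (SE 0.070, exact permutation p = 0.0559), <i>Brs3</i>, a bombesin-like receptor of energy balance, with -0.26 (SE 0.12, exact permutation p = 0.0482), and <i>Mc4r</i>, the melanocortin receptor of satiety, with -0.18 (SE 0.091, exact permutation p = 0.117). Among the peptides, <i>Prok2</i>, an output signal of the circadian clock, differed by -0.19 (SE 0.072, exact permutation p = 0.0280). On the immune side, MHC class I genes had a mean of -0.047 (camera adjusted p = 0.464, adjusted p = 0.842 with an estimated correlation) and Toll-like receptors -0.092 (camera adjusted p = 0.0607, adjusted p = 0.688 with an estimated correlation).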

For “Neuroactive ligand-receptor interaction” (mmu04080, NES = −1.93) the mean with 95% CI of the leading-edge gene set (*n* = 108, adj. *p* > 0.05) was -0.156 (-0.192, -0.121). 

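The pituitary hormones <i>Prl</i>, <i>Gh</i> and <i>Cga</i> and the peptides <i>Vip</i> and <i>Hcrt</i> were lower on average in 79Q than in 18Q. <i>Hcrt</i> differed by -0.35 on the log2 scale (SE 0.12, exact permutation p = 0.0420), lower in 8 of 8 79Q arrays than the 18Q mean, with 12.26 ± 0.29 (SD, n = 8) in 79Q and 12.62 ± 0.22 (SD, n = 5) in 18Q. <i>Vip</i> differed by -0.59 (SE 0.25, exact permutation p = 0.0987). <i>Prl</i> was at 7.60 ± 1.82 (SD, n = 8) in 79Q, 9.23 ± 2.53 (SD, n = 5) in 18Q and 6.10 ± 0.35 (SD, n = 5) in WT control arrays. Its difference of -1.63 between 79Q and 18Q (SE 0.95, exact permutation p = 0.169) did not pass, and 6 of 8 79Q arrays were below the 18Q mean. <i>Gh</i> differed by -1.02 (SE 0.57, exact permutation p = 0.155) and <i>Cga</i> by -0.53 (SE 0.69, exact permutation p = 0.507). Over 28 alternative fits the differences ran from -2.49 to -0.88 for <i>Prl</i>, from -1.50 to -0.56 for <i>Gh</i> and from -1.05 to -0.095 for <i>Cga</i>, and the unadjusted p was under 0.05 in 5 fits for <i>Prl</i>, 5 for <i>Gh</i> and 0 for <i>Cga</i>. Against WT, <i>Prl</i> was higher in both injected groups on average, by 3.13 in 18Q (SE 1.06, adjusted p = 0.171, exact permutation p = 0.0159) with an adjusted p of 0.529 in 79Q, and <i>Gh</i> by 1.65 (SE 0.63, adjusted p = 0.251, exact permutation p = 0.0159) and 0.63 (SE 0.57, adjusted p = 0.706). <i>Prl</i> and <i>Gh</i> are made in the anterior pituitary, and <i>Prl</i> ran from 5.15 to 13.6 over the 38 arrays of the study.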

The leading- edge gene with the lowest log2(FC) was prolactin (*Prl*) at -1.63 followed by growth hormone (*Gh*) -1.02, Vip -0.59, the alpha subunit of glycoprotein hormones (*Cga*) -0.53 and hypocretin (*Hcrt*) -0.35 (Supplementary Data Sheets 1, 4).

For 2 months old BACHD vs. WT, GSEA-KEGG identified three pathways; “Glutamatergic synapse” (mmu04724, NES = 1.69), “Biosynthesis of unsaturated fatty acids” (mmu01040, NES = −2.03) and “Fatty acid elongation” (mmu00062, NES = −2.06) (Supplementary Image 1A). 

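At 2 months of age, the fatty acid genes were slightly higher and the glutamatergic synapse genes lower in BACHD than in WT mice. All 21 leading-edge genes of unsaturated fatty acid synthesis were above zero, with a mean log2 fold change of 0.095 (95% CI across genes (0.063, 0.128)), and the score of the mice differed (exact permutation p = 0.0195). All 15 genes of fatty acid elongation were above zero, with a mean of 0.106 (0.063, 0.149) (exact permutation p = 0.0454). All 31 matched genes of the glutamatergic synapse were below zero, with a mean of -0.171 (-0.202, -0.140), and the difference in the score of the mice did not pass (exact permutation p = 0.123). With the median in place of the mean over genes in the score it did (exact permutation p = 0.0390). The median log2 fold change of the genes was -0.140. Leading edges hold the genes of a pathway that lie farthest to 1 side on these arrays, and are not independent evidence of a direction. The call of fatty acid elongation ended when any of 8 of the 12 arrays was left out. With the median in place of the mean over genes in the score, the calls of both fatty acid sets ended (exact permutation p = 0.779 for each). The median log2 fold changes of their genes were 0.062 and 0.087, and those p values are for the scores and not for these medians. The full lists fixed in advance went the same way. Fatty acid elongation had a mean of 0.049 over 29 genes (camera adjusted p = 5.5e-05, adjusted p = 0.843 with an estimated correlation), with <i>Ppt1</i>, a palmitoyl thioesterase, at 0.17 (SE 0.084, 6 of 6 arrays) and <i>Hacd2</i>, a dehydratase of elongation, at 0.16 (SE 0.079, 6 of 6 arrays). Without WT 2 months replicate 5 the mean was 0.026. Oligodendrocyte markers were higher in the same comparison, with a mean of 0.078, and whether the fatty acid genes went with them was not tested. The glutamatergic synapse list had a mean of -0.11 over 34 genes (camera adjusted p = 0.0300, adjusted p = 0.843 with an estimated correlation), and leaving out BACHD replicate 1, 5 or 7 or WT replicate 1 or 3 gave camera adjusted p values of 0.107 to 0.262. Its centred score was highest in WT replicates 1 and 2 (0.26 and 0.19). The median log2 values of these arrays (7.35 and 7.41) were also the highest of the 12.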

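<i>Acot5</i>, a peroxisomal acyl-CoA thioesterase, was at 5.90 ± 0.18 (SD, n = 6) in BACHD and 5.57 ± 0.20 (SD, n = 6) in WT mice at 2 months, a log2 fold change of 0.33 (SE 0.10, 6 of 6 arrays, exact permutation p = 0.0108). At 10 months it was -0.091 (SE 0.061, exact permutation p = 0.179), and the difference between the ages was -0.42 (SE 0.14, adjusted p = 1.00). <i>Slc17a7</i>, which loads glutamate into vesicles in cortical and thalamic neurons, was at 8.58 ± 1.21 (SD, n = 6) in BACHD and 9.04 ± 1.05 (SD, n = 6) in WT at 2 months. Its log2 fold change was -0.46 (SE 0.57, 4 of 6 arrays, exact permutation p = 0.483) at 2 months and 0.43 (SE 0.34, exact permutation p = 0.304) at 10 months, within the spread between mice at both ages. Markers of thalamic neurons moved with the glutamatergic genes. At 2 months the mean of 12 thalamic markers was 9.14 ± 0.54 (SD, n = 6) in BACHD and 9.37 ± 0.50 (SD, n = 6) in WT, and within genotype it rose with the mean of the glutamatergic synapse list across the 12 arrays (r = 0.904, permutation p = 0.000200; rho = 0.881, permutation p = 0.000770; r = 0.883 without the 2 farthest arrays).

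**Figure D3:**
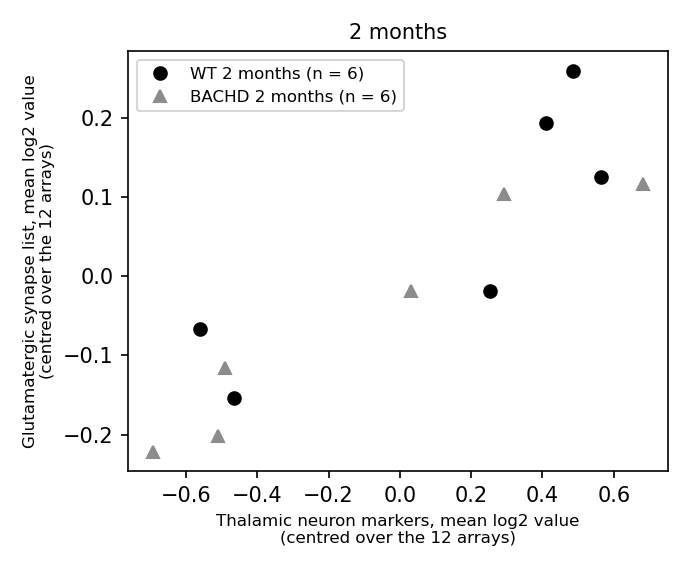
Mean log2 value of the glutamatergic synapse list (y-axis) against that of the thalamic neuron markers (x-axis) at 2 months of age, both centred over the 12 arrays. Points are BACHD and WT arrays.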

Among leading-edge genes that had high fold change vs. WT and difference in the 10 months old BACHD vs. WT dataset were acyl-CoA thioesterase 5 (*Acot5*) and vesicular glutamate transporter 1 (*Slc17a7*) that were respectively part of the fatty-acid related and “Glutamatergic synapse” pathways [log2(FC); *Acot5*: 2 months vs. WT: 0.33, 10 months vs. WT: -0.09; *Slc17a7*: 2 months vs. WT: -0.46, 10 months vs. WT: 0.43]. 

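At 10 months of age, the leading-edge genes of the 2-month-old mice lay near zero. The 21 genes of unsaturated fatty acid synthesis had a mean log2 fold change of -0.0059 (95% CI across genes (-0.043, 0.032)), 10 above and 11 below zero, and the difference in the score of the mice did not pass (exact permutation p = 0.786). <i>Acot1</i>, a cytosolic relative of <i>Acot5</i>, was at 0.19 (SE 0.072). For fatty acid elongation the mean was -0.0021 (-0.045, 0.040) (exact permutation p = 0.911) and for the glutamatergic synapse 0.037 (-0.00070, 0.075) (exact permutation p = 0.429), with 23 of 31 glutamatergic genes above zero. In the lists fixed in advance, fatty acid elongation had a mean of 0.0046 (camera adjusted p = 0.925). The glutamatergic synapse list had 0.056 (camera adjusted p = 0.0209, adjusted p = 0.598 with an estimated correlation). It was not called without BACHD 10 months replicate 4 (camera adjusted p = 0.0748) or WT 10 months replicate 3 (camera adjusted p = 0.862). Its mean was 0.0225 without WT 10 months replicate 3 and 0.0956 without WT 10 months replicate 1. Thalamic neuron markers, which went with this list at 2 months, had a mean of 0.25 at 10 months.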

None of the three pathways identified in 2 months old BACHD vs. WT were significant in GSEA-KEGG for 10 months old BACHD vs. WT. 

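Genes of the glutamatergic synapse such as <i>Slc17a7</i> and fatty acid genes such as <i>Acot5</i> had effects of opposite sign in the difference between the ages. For the glutamatergic synapse genes, the effect at 10 minus that at 2 months was 0.208 (95% CI across genes (0.145, 0.270)), and all 31 were above zero. It was -0.101 (-0.156, -0.047) for unsaturated fatty acid synthesis, 19 of 21 genes below zero, and -0.108 (-0.173, -0.043) for fatty acid elongation, 14 of 15 below zero. No gene passed the adjusted threshold of the age by genotype term. <i>Slc17a7</i> had 0.89 (SE 0.82, adjusted p = 1.00). The genes were chosen at 2 months, so a shift toward zero at another age is not independent evidence of a difference.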

When comparing each leading-edge gene set in 2 months old BACHD vs. WT to the same genes in 10 months BACHD vs. WT, the mean log2(FC) difference was <0.2 for all three pathways. Instead, for 10 months old BACHD vs. WT, fourteen KEGG pathways were identified (Supplementary Image 1B). 

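Interferon-response, reactive astrocyte and complement genes were higher as groups in 10-month-old BACHD than in WT mice, by small amounts. Interferon genes had a mean log2 fold change of 0.13 over 30 genes (camera adjusted p = 4.6e-07, adjusted p = 0.488 with an estimated correlation; 4 higher over the list alone and none over all genes), with <i>Ifit3</i> at 0.37 (SE 0.11) and <i>Rtp4</i> at 0.37 (SE 0.074). Reactive astrocyte genes had a mean of 0.16 (camera adjusted p = 0.00111, adjusted p = 0.488 with an estimated correlation), with <i>Osmr</i>, a cytokine receptor subunit, at 0.52 (SE 0.13, 5 of 5 arrays) and <i>Lcn2</i>, an acute-phase protein, at 1.00 (SE 0.24, 5 of 5 arrays, exact permutation p = 0.0357). Complement genes had 0.11 (camera adjusted p = 0.0209, adjusted p = 0.598 with an estimated correlation). Thalamic neuron markers moved the same way, with a mean of 0.25 (camera adjusted p = 0.00136, adjusted p = 0.598 with an estimated correlation). Without WT 10 months replicate 2 the astrocyte (camera adjusted p = 0.123), complement (0.549) and thalamic (0.233) lists were not called. Of 48 lists, 14 were called, 11 higher and 3 lower, and no single gene passed.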

Immune-related pathways such as “Antigen processing and presentation” (mmu04612, NES = 1.90) had the highest number of leading-edge gene overlap (Supplementary Data Sheet 4). 

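Genes of antigen processing and presentation were higher at 10 months. All 19 leading-edge genes that could be matched, of 24 in Supplementary Data Sheet 4, were above zero, with a mean log2 fold change of 0.230 (95% CI across genes (0.116, 0.345)). The score of the mice was 6.98 ± 0.085 (SD, n = 5) in BACHD and 6.75 ± 0.14 (SD, n = 3) in WT (exact permutation p = 0.0179). With the median in place of the mean over genes in the score, the difference did not pass (exact permutation p = 0.107). The median log2 fold change of the genes was 0.126, and that p is for the score and not for this median. At 2 months the mean was 0.014 (-0.025, 0.053), and the effect at 10 minus that at 2 months was 0.216 (0.107, 0.326). In the fixed list of MHC class I presentation, the mean was 0.066 (camera adjusted p = 0.0240, adjusted p = 0.598 with an estimated correlation), with <i>H2-M3</i> at 0.13 (SE 0.065) and <i>Psmb8</i>, a subunit of the immunoproteasome, at 0.11 (SE 0.057). That list was not called without BACHD 10 months replicate 5 (camera adjusted p = 0.0981), WT 10 months replicate 1 (0.532) or WT 10 months replicate 2 (0.0539). The genes were selected on these arrays, so their direction is not independent evidence. The score no longer passed when any of 5 of the 8 arrays was left out, and without WT 10 months replicate 1 the mean was 0.154 (exact permutation p = 0.0952).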

Histocompatibility 2, class II antigen A, alpha (*H2-Aa*), and *Cd74* were among the leading-edge genes with the highest log2(FC) and difference from the 2 months of age vs. WT dataset [log2(FC); *H2-Aa*: 10 months vs. WT: 0.73, 2 months vs. WT: 0.09 and *Cd74*: 10 months vs. WT: 0.99, 2 months vs. vs. WT: 0.05]. 

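<i>Cd74</i> (probe set 10456005) was at 8.05 ± 0.39 (SD, n = 5) in BACHD and 7.05 ± 0.35 (SD, n = 3) in WT mice at 10 months, a log2 fold change of 1.00 (SE 0.24, adjusted p = 0.997), and every BACHD array lay above every WT array (exact permutation p = 0.0179). <i>H2-Aa</i>, the alpha chain of a class II molecule, was at 7.43 ± 0.40 (SD, n = 5) and 6.70 ± 0.32 (SD, n = 3), a log2 fold change of 0.73 (SE 0.24, adjusted p = 0.997; exact permutation p = 0.0536), and <i>H2-Ab1</i>, the beta chain, had 0.33 (SE 0.14). At 2 months the log2 fold changes were 0.050 for <i>Cd74</i> (SE 0.090) and 0.088 for <i>H2-Aa</i> (SE 0.13). The effect at 10 minus that at 2 months was 0.95 for <i>Cd74</i> (SE 0.23) and 0.64 for <i>H2-Aa</i> (SE 0.26), each with an adjusted p of 1.00. Over 10 genes of MHC class II presentation the mean at 10 months was 0.25 (camera adjusted p = 0.00136, adjusted p = 0.488 with an estimated correlation), 9 above and 1 below zero. With only the probe sets at or above the median mean, this list was not called (camera adjusted p = 0.0866).

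**Figure D4:**
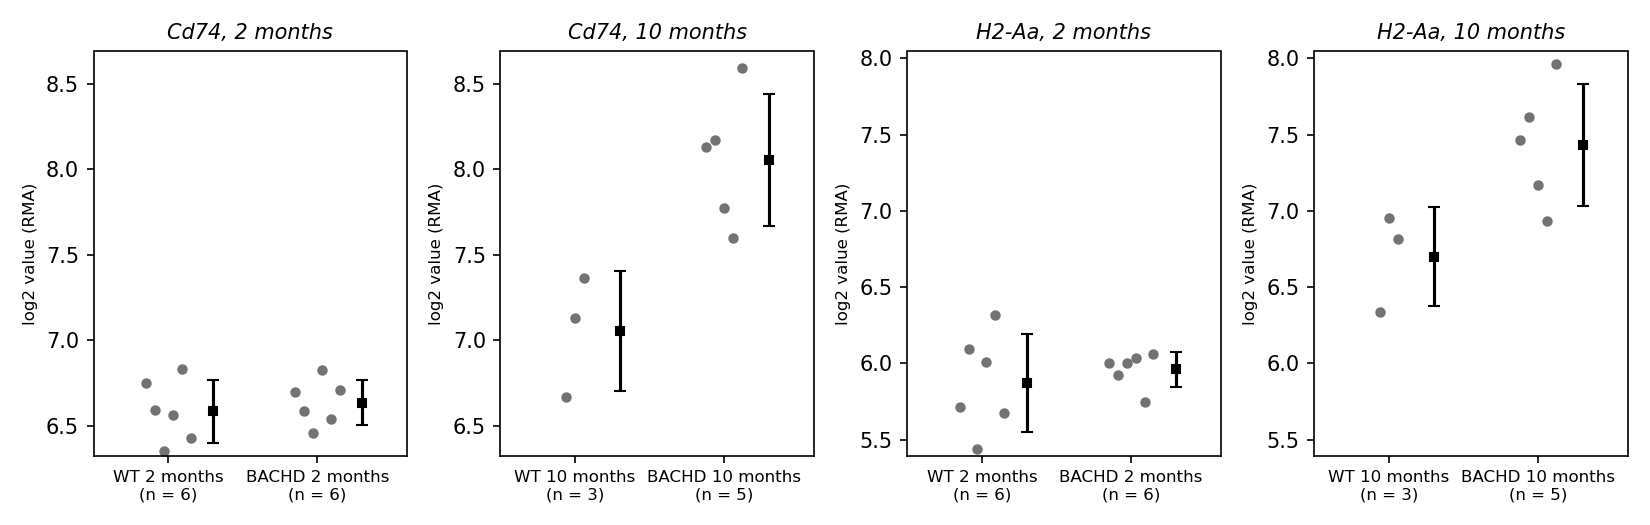
Log2 values of Cd74 and H2-Aa (y-axes) in WT and BACHD arrays at 2 and 10 months of age (x-axis). Points are arrays, and squares with bars are group means ± SD.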

Pathways related to gonadotropin-releasing hormone (*Gnrh*), all NES > 0, were also found in 10 months old BACHD vs. WT, where the alpha subunit of glycoprotein hormones (*Cga*) was among the leading-edge genes with the highest fold change [log2(FC); *Cga:* 10 months vs. WT: 1.66, 2 months vs. WT: -0.35]. 

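<i>Cga</i>, the hormone subunit shared by the gonadotropins and thyrotropin, was at 9.22 ± 1.52 (SD, n = 5) in BACHD and 7.56 ± 1.27 (SD, n = 3) in WT mice at 10 months. The log2 fold change was 1.66 (SE 0.90, adjusted p = 0.997, 4 of 5 arrays, exact permutation p = 0.161), within the spread between mice. At 2 months it was -0.35 (SE 0.70, exact permutation p = 0.688), where WT replicate 5 stood at 12.0 and the next highest WT array at 9.42. The difference between the ages was 2.01 (SE 1.21, adjusted p = 1.00). All 15 matched leading-edge genes of GnRH signaling were above zero at 10 months, with a mean log2 fold change of 0.316 (95% CI across genes (0.080, 0.553), exact permutation p = 0.0893 for the score of the mice). At 2 months the mean was -0.162 (-0.269, -0.055). The 8 matched genes of GnRH secretion had a mean of 0.344 (-0.102, 0.789) at 10 months (exact permutation p = 0.0893). <i>Gnrhr</i>, the receptor of GnRH on pituitary cells, had 0.12 (SE 0.070).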

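Subunits of the mitochondrial respiratory chain were slightly lower in 10-month-old BACHD than in WT mice. Over 73 measured genes of oxidative phosphorylation the mean log2 fold change was -0.030, 54 below and 19 above zero (camera adjusted p = 0.000327), and 0 of 5 BACHD arrays lay above the WT mean. The call was lost at adjusted p = 0.598 with an estimated correlation. The subunits of complex I <i>Ndufa2</i> and <i>Ndufs5</i> were at -0.15 (SE 0.055, 5 of 5 arrays) and -0.16 (SE 0.068, 5 of 5 arrays). No subunit passed the adjusted threshold. The mean of the list was -0.049 without WT 10 months replicate 2 and -0.020 without WT 10 months replicate 3. Neuropeptide genes were also lower on average at this age, with a mean of -0.043 (camera adjusted p = 0.00854, adjusted p = 0.583 with an estimated correlation). This rested on single mice. Without WT 10 months replicate 3 the mean was 0.0080 and the list was not called (camera adjusted p = 0.637). The mean was -0.076 without BACHD 10 months replicate 1 and -0.080 without WT 10 months replicate 1.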

Only one of the 14 KEGG pathways identified by GSEA had a negative NES of -1.95, indicating suppression; “Oxidative phosphorylation” (mmu00190). 

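For <i>Ndufab1</i>, an acyl carrier protein of complex I, and the ATP synthase subunit <i>Atp5k</i>, the log2 fold changes at 10 months were -0.093 (SE 0.041) and -0.098 (SE 0.046). Across the 56 matched leading-edge genes of oxidative phosphorylation the mean was -0.062 with a 95% CI across genes of (-0.073, -0.051), 54 below and 2 above zero. With mice as the unit, the score of these genes did not pass the test (exact permutation p = 0.0536, 5 BACHD against 3 WT mice). At 2 months the same genes had a mean of -0.042 (-0.066, -0.017) (exact permutation p = 0.126), and the effect at 10 minus that at 2 months was -0.021 (-0.044, 0.0032). Membership in the leading edge was decided on the 10 months arrays, so the direction at that age is not independent evidence.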

The overall change of the 59 genes in the leading-edge gene set was -0.056 (-0.067, -0.045) [mean log2(FC) with 95% confidence interval (95% CI)].

### Quantitative real-time polymerase chain reaction confirms selective mutant huntingtin-mediated loss of key enzymes in dopamine- and histamine synthesis in the hypothalamus of mice overexpressing mutant huntingtin

Using qRT-PCR, we validated a set of candidate genes. As described above, for 79Q vs. WT examined at 4 weeks post-injection, we found transcriptional downregulation in GO-terms and pathways related to the neuroendocrine system, in particular for feeding responses. 

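Receptors of neuropeptides and metabolic hormones were lower as a group in 79Q vs. WT. Their mean log2 fold change was -0.18 over 40 genes (camera adjusted p = 6.4e-09), 1 passed on its own (14 over the list alone) and 0 of 8 79Q arrays lay above the WT mean. The call was lost at adjusted p = 0.122 with an estimated correlation. Next to <i>Tacr3</i>, the members with the smallest p were <i>Hcrtr1</i>, an orexin receptor (-0.23, SE 0.060, adjusted p = 0.0502, 7 of 8 arrays), <i>Avpr1a</i>, a vasopressin receptor (-0.25, SE 0.065, adjusted p = 0.0553, 8 of 8 arrays), and <i>Trhr</i>, the receptor of thyrotropin-releasing hormone (-0.34, SE 0.095, adjusted p = 0.0758, 8 of 8 arrays). Among the peptides, <i>Npvf</i>, which encodes RFamide peptides, had -0.45 (SE 0.13, adjusted p = 0.0858). In 18Q vs. WT the receptors had a mean of -0.12 (camera adjusted p = 0.000334, adjusted p = 0.321 with an estimated correlation) with -0.19 for <i>Hcrtr1</i> and -0.21 for <i>Trhr</i>, and were not called without 18Q replicate 3 (camera adjusted p = 0.0875). Within groups their score went inversely with thalamic (r = -0.773) and oligodendrocyte markers (r = -0.786), and with both as covariates the mean was -0.15 (SE 0.031) in 79Q and -0.089 (SE 0.034) in 18Q. Markers shared by all neurons moved with these lists, with a mean of -0.095 in 18Q and -0.066 in 79Q.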

The leading-edge gene set for “Feeding behavior” (GO:008631) that was among the top suppressed processes in GSEA-GO BP consisted of 57 genes (Supplementary Data Sheet 3). We have previously shown significant downregulation of hypocretin neuropeptide precursor (*Hcrt*) in mice with mHTT 79Q overexpression compared to wtHTT 18Q groups and uninjected WT controls (Soylu-Kucharz et al., 2015; Baldo et al., 2019). Here, in addition to *Hcrt*, we quantified mRNA levels of other neuropeptides. At the 4 weeks post-injection, *Cart*, *Tacr3*, and *Hcrt* gene expressions were significantly downregulated in the 79Q group compared to the WT control, while no significant differences were found for the 18Q group in the same comparison (Figures 5A–C).

**FIGURE 5:**
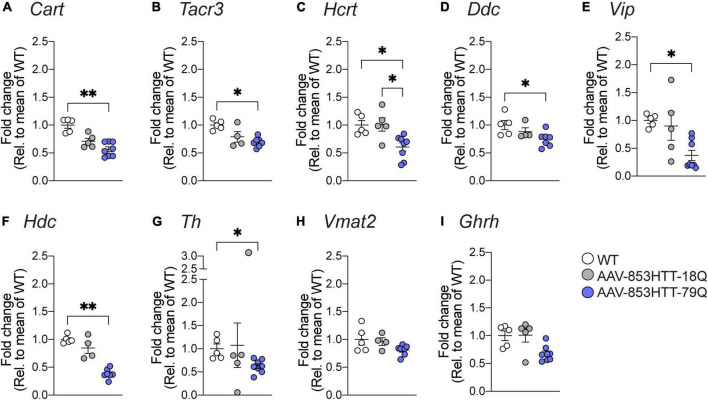
Quantitative real-time polymerase chain reaction (qRT-PCR) validation of differentially expressed genes in wtHTT 18Q and mHTT 79Q groups. Gene expression analysis of candidate genes was performed with hypothalamic RNA samples from mice with targeted mutant HTT (79Q) overexpression and wild-type HTT (18Q) overexpression (4 weeks post-injection). Data are expressed as mRNA expression relative to the mean of uninjected WT controls. **(A)** Cocaine and amphetamine-regulated transcript (*Cart*, *p* = 0.0031), **(B)** Tachykinin receptor 3 (*Tacr3, p* = 0.0148), **(C)** Hypocretin neuropeptide precursor (*Hcrt*, WT vs. 79Q: *p* = 0.0326, 18Q vs. 79Q: *p* = 0.0393), **(D)** Dopa decarboxylase (*Ddc, p* = 0.0136), **(E)** Vasoactive intestinal peptide (*Vip, p* = 0.0149), **(F)** Histidine decarboxylase (*Hdc, p* = 0.0032), **(G)** Tyrosine hydroxylase (*Th*, p = 0.0257), **(H)** Vesicular monoamine transporter 2 (Vmat2; encoded by *Slc18a2*), and **(I)** Growth hormone-releasing hormone (*Ghrh*). The data are represented as scatter dot plots, and bars represent mean ± SEM, and the Kruskal-Wallis test, followed by Dunn’s multiple comparisons, was used to compare the groups. *Denotes *p*-value is 0.01 to 0.05 and **denotes *p*-value is 0.001 to 0.01.

We also observed associations to the catecholamine system that were most prominent in 79Q, such as *Hdc* as part of the top 10 downregulated genes and related leading-edge subsets in GSEA. 

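Of 19 measured genes that make, store or break down catecholamines, histamine and serotonin, 1, <i>Hdc</i>, fell in 79Q vs. WT, and none rose or fell in 18Q vs. WT. The mean log2 fold change of the list was -0.13 in 79Q (camera adjusted p = 0.0765) and 0.067 in 18Q (camera adjusted p = 0.319), so that it was called in neither. Without 18Q replicate 3 the mean in 18Q was -0.042. <i>Th</i>, the rate-limiting enzyme of catecholamine synthesis, had -0.45 in 79Q (SE 0.17, adjusted p = 0.210, 8 of 8 arrays), <i>Ddc</i>, which acts after it, -0.28 (SE 0.14, adjusted p = 0.373, 7 of 8 arrays) and <i>Slc18a2</i>, the vesicular monoamine transporter, -0.45 (SE 0.17, adjusted p = 0.238, 8 of 8 arrays). The degrading enzymes <i>Maoa</i> and <i>Maob</i> had -0.099 (SE 0.052) and -0.12 (SE 0.054).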

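<i>Th</i>, <i>Ddc</i> and <i>Slc18a2</i> were lower in 79Q than in 18Q. Their mean log2 difference was -0.563 (exact permutation p = 0.000777), and the whole list of catecholamine, histamine and serotonin genes had -0.20 (camera adjusted p = 2.6e-05, adjusted p = 0.467 with an estimated correlation; 5 lower over the list alone and none over all genes). Without 18Q replicate 3 the mean of that list was -0.087. Within groups its score rose with those of thalamic (r = 0.593) and oligodendrocyte markers (r = 0.695). With both as covariates its mean was -0.21 (SE 0.059) in 79Q vs. 18Q and -0.17 (SE 0.060) in 79Q vs. WT. Among the 18 arrays, 18Q replicate 3 had the highest score of that list (0.54), of oligodendrocyte markers (0.49) and of thalamic markers (0.33). These correlations and covariate means depend in part on that array and were not computed without it. Against WT, the 18Q values were 0.16 for <i>Th</i> (SE 0.18, 2 of 5 arrays above the WT mean), 0.20 for <i>Ddc</i> (SE 0.15, 4 of 5) and 0.15 for <i>Slc18a2</i> (SE 0.19, 2 of 5). The 18Q replicate 3 array stands apart for dopamine neuron genes. <i>Slc6a3</i>, the dopamine transporter of midbrain neurons, was at 12.18 in it against a mean of 8.07 ± 0.30 (SD) in the other 17 AAV arrays, and <i>Th</i> was at 11.0 against 9.66 ± 0.26 (SD). Without that array the mean difference of the 3 genes was -0.347 (exact permutation p = 0.00404), and their 18Q values against WT were -0.080 for <i>Th</i>, 0.038 for <i>Ddc</i> and -0.096 for <i>Slc18a2</i>.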

Comparing GSEA-GO BP outputs between the 79Q vs. WT and 18Q vs. WT datasets showed a higher number of catecholamine-related processes that were only significant for the 79Q vs. WT dataset (Supplementary Data Sheet 3). We therefore expanded the qRT-PCR analysis to include critical genes involved in the catecholamine system. The 79Q group displayed significant downregulations in *Ddc*, *Vip, Hdc*, and *Th* compared to the WT control (Figures 5D–G). No significant difference was found for the vesicular monoamine transporter 2 (*Vmat2*, *Slc18a2*) or Growth hormone-releasing hormone (*Ghrh*) (Figures 5H,I). A match of validated genes with leading-edge subsets in GSEA-GO BP showed that *Ddc*, *Th*, *Tacr3*, and *Hdc* were part of catecholamine and catechol-containing metabolic processes while *Vip* and *Cartpt* in catecholamine secretion and transport (Supplementary Data Sheet 3).

Next, we performed qRT-PCR of a subset of genes analyzed for the HTT-AAV groups in the BACHD 2 months group (Supplementary Image 2). Among *Cart*, *Tacr3*, *Hcrt*, *Vip*, *Th*, and *Ghrh*, only *Tacr3* was significantly downregulated compared to the age-matched WT controls.

## Discussion

Using Affymetrix microarray profiling for large-scale gene expression analysis, we assessed changes in hypothalamic transcriptome profiles in mice with overexpression of wtHTT or mHTT in the hypothalamus and the full-length mHTT-expressing transgenic BACHD model. These HD mouse models share a similar metabolic phenotype: an increased food intake and body weight (Hult et al., 2011; Dickson et al., 2022). Understanding hypothalamic changes in HD is relevant as the hypothalamus controls whole body homeostasis through a vast central-peripheral network, and both clinical HD and animal models manifest non-motor symptoms and signs, including metabolic alterations [reviewed in van der Burg et al. (2009) and Cheong et al. (2019)]. We previously showed that overexpression of mHTT (79Q) in the hypothalamus leads to the development of an obese phenotype with leptin resistance. In this study, we show that mHTT (79Q) overexpression in the hypothalamus elicits a more pronounced effect on the local loss of neuropeptides compared to wtHTT (18Q) overexpression, a property of mHTT that is in line with previous work (Hult et al., 2011; Baldo et al., 2013; Dickson et al., 2022). Key hypothalamic populations, including genes involved in catecholamine synthesis and feeding responses, were significantly affected by mHTT 79Q overexpression. Higher levels of *Hdc* mRNA have been reported in HD patients (van Wamelen et al., 2011). In contrast, we report the downregulation of *Hdc* in the overexpression model. Notably, such discrepancies in the histamine systems have also been seen in the study of narcolepsy between patients and animal models (Shan et al., 2015). Hypothalamic neuron populations are versatile in function and communication networks, such as *Hcrt* and *Hdc*, known to regulate both the sleep/wake cycle and feeding (Itowi et al., 1988; Sakai et al., 1995; Jorgensen et al., 2006; Panula and Nuutinen, 2013; Shan et al., 2015). Taken together, more work is needed to map the deleterious route of mHTT in hypothalamic networks and to assess its linkage to non-motor phenotypes. In addition, we highlight the difference between wtHTT and mHTT despite the AAV-mediated dose-increase of HTT protein in both groups, encouraging future studies of a transcriptional link to disease features.

Genes and pathways related to inflammation were prominent across analyses in the AAV datasets and indicated by GSEA in BACHD at 10 months of age. Even though AAV vectors elicit a minimal immunogenic response, high doses of AAV capsid proteins could activate inflammatory pathways, particularly at 4 weeks post-injection, which is an early stage of the transgene expression (Liu and Muruve, 2003). Therefore, an early prominent hypothalamic inflammatory response could be a consequence of viral vector expression rather than HTT-related effects. Future transcriptome analysis with a viral vector control group [i.e., AAV vectors expressing green fluorescent protein (GFP)] is required to discriminate between HTT and viral vector-related inflammatory response. However, notably, in a prior study, we showed that long-term expression of GFP using AAV vectors in mice did not change body weight (Hult et al., 2011). Differential expression analysis of 79Q vs. 18Q revealed no genes passing an adj. *p* < 0.05, however, GSEA indicated suppression of immune-related pathways in the top-ranked outputs. In contrast to the AAV vector model focusing on dose increase selectively in the hypothalamus, BACHD mice express a transgenic full-length mHTT throughout the whole body. This enables us to study how the regional variations in mHTT expression and the extent of disturbed brain-body crosstalk modify disease features. Despite the shared features of increased weight gain and food intake in the two models, there are differences in metabolic profiles (Gray et al., 2008; Hult et al., 2011). Microarray analysis of the hypothalamus in both BACHD groups found genes with a lower magnitude of expression and all adj. *p* > 0.05. Notably, no pathways identified by GSEA-KEGG were shared between the early- and late stage of disease in BACHD compared to their respective age-matched WT littermates. GSEA indicated that gonadotropins and luteinizing hormone signaling pathways might be affected toward the late stage of the disease (10 months). Among leading-edge genes was *Cga*, which encodes the alpha subunit of glycoprotein hormones (in humans: chorionic gonadotropin, luteinizing hormone, follicle-stimulating hormone, and thyroid stimulating hormone) (Bellisario et al., 1973; Querat, 2021). Furthermore, a significant enrichment of inflammatory pathways was only present in 10 months old BACHD vs. WT, where the inflammatory genes such as *H2-Aa* and *Cd74* had comparable expression levels in 2 months old BACHD to WT littermates. Taken together, we can conclude that there is an induction of inflammatory response in the hypothalamus of the AAV model and BACHD model of HD. However, due to the limitations of using only transcriptomics in the present study, interpretation of a pro- versus anti-inflammatory state needs to be conducted in future studies. Hypothalamic inflammation can be caused by obesity and dictated by residential microglia by integrating dietary and hormonal signals from the periphery (Gao et al., 2014; Valdearcos et al., 2014; Dorfman and Thaler, 2015; Jais and Brüning, 2017), notable for the BACHD model and their hyperphagic obesity phenotype (Gray et al., 2008). Expressing mHTT in peripheral tissues can also contribute to metabolic alterations (i.e., adipose tissue) and modify susceptibility to obesity (Lee and Shin, 2017). Furthermore, previous hypothalamic transcriptome analysis of diabetic obese mice with insulin and leptin resistance showed that the top overrepresented pathways included “oxidative phosphorylation” (Gao et al., 2012). Similarly, GSEA-KEGG datasets showed that the “Oxidative phosphorylation” pathway was in the leading-edge gene set in BACHD 10 months old vs. WT, while log2(FC) was lower at 2 months old BACHD vs. WT group. These findings suggest alterations in the “Oxidative phosphorylation” pathway in 10 months old BACHD mice might be a consequence of the BACHD metabolic disturbances, which are prominent at 10 months of age (Gray et al., 2008). In line with this, strikingly, none of the pathways were shared between 2 months and 10 months old BACHD datasets. The obese phenotype of BACHD mice could be a confounding factor influencing the hypothalamic transcriptome profile. However, one of the disease hallmarks is the biphasic changes in both tissue-specific transcriptional dysregulation and movement symptoms at different HD stages (Kirkwood et al., 2001; Chen et al., 2013). As HD progresses, a significant shift from one direction to another is well-known to occur in DA transmission and corticostriatal glutamate transmission (Cepeda et al., 2007; Laprairie et al., 2015). Therefore, the HD biphasic and time-dependent changes could also cause the non-linear transcriptome profile of 2–10 months-old BACHD hypothalami.

Alterations of sterol- and cholesterol metabolism that provide the main components of the myelin sheath and precursors of steroid hormones (Zhang and Liu, 2015) have been found in several brain areas of HD, including the striatum (Sipione et al., 2002; Valenza et al., 2005; Block et al., 2010). In both 18Q vs. WT and 79Q vs. WT, we found a significant impact on genes and pathways related to terpenoid, sterol, and cholesterol metabolism. *Stoml3* and *Sv2c* associated with dopaminergic signal transmission were among the top 10 differentially downregulated in 79Q vs. WT (Janz and Südhof, 1999; Dardou et al., 2011; Schmitt et al., 2016; Dunn et al., 2017). DAVID Functional Annotation Clustering of genes with adj. *p* < 0.05 found a gene set of 37 genes that were shared between 18Q vs. WT and 79Q vs. WT. Loss of cholesterol and FA in the hypothalamus would have a critical impact on several biosynthetic processes of the neuroendocrine system. Further, disruption of neuronal signaling, autophagy, and insulin resistance that have been reported in HD (Lalic et al., 2008; Milnerwood and Raymond, 2010; Martin et al., 2015; Blumenstock and Dudanova, 2020), can be caused by cholesterol depletion in neurons (Fukui et al., 2015).

## Conclusion

We show that significant transcriptional changes in the hypothalamus can be induced by both wtHTT and mHTT overexpression. Sterol- and cholesterol metabolism alterations found in other brain areas of HD can be induced in the hypothalamus by selective overexpression of wtHTT 18Q and mHTT 79Q fragments. We further show that overexpression of mHTT causes pronounced downregulation in catecholamine- and other hypothalamic populations that could have functional implications for the early body weight gain and food intake observed in mHTT 79Q mice. Lastly, the ubiquitous expression of full-length mHTT in BACHD mice causes a milder effect on the hypothalamic transcriptome. Taken together, this further verifies the hypothalamus, with its extensive communications in the brain and periphery, as a candidate area to consider in diseases with ubiquitous expression of the mutant protein, as in HD. Further studies are warranted to validate the biological roles of processes and pathways reported here and assess the significance of disease features in each HD model.

## Data availability statement

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE215217.

## Ethics statement

This study was reviewed and approved by Lund University Animal Welfare and Ethics committee in the Lund-Malmö region (Ethical permit numbers: 12585/2017, M20-11, M65-13, and M135-14).

## Author contributions

RS-K, ÅP, ED, and MB designed the experiments from RS-K and ÅP. ED, AD, RS-K, and SL performed the experiments. ED, NA, AD, and RS-K analyzed the data. ED, RS-K, and AD wrote the first draft of the manuscript. All authors reviewed the manuscript and approved the final version.

## Abbreviations

AAV: adeno-associated viruses
BAC: bacterial artificial chromosome
BACHD: bacterial artificial chromosome (BAC)-mediated transgenic mouse model
BMI: body mass index
BP: biological process
*Cart*: cocaine- and amphetamine-regulated transcript
*Cxcl*: C-X -C motif chemokines
DAVID: database for annotation visualization and integrated discovery
*Ddc*: dopa decarboxylase
ES: enrichment score
FA: fatty acid
FC: fold change
GAPDH: glyceraldehyde 3-phosphate dehydrogenase
GO: gene ontology
GFP: green fluorescent protein
*Ghrh*: growth hormone-releasing hormone
*Gnrh*: gonadotropin-releasing hormone
GSEA: gene set enrichment analysis
*Hcrt*: orexin/hypocretin protein
HD: Huntington’s disease
*Hdc*: histidine decarboxylase
*HTT*: huntingtin
*Idi1*: isopentenyl-diphosphate delta isomerase 1
Limma: linear models for microarray analysis
*Ldlr*: low-density lipoprotein receptor
*Mfsd2a*: major facilitator superfamily domain-containing 2A
NES: normalized enrichment score
*Nm*: neuromedin
Oprm1: opioid receptor mu 1
PCA: principal component analysis
qRT-PCR: quantitative real-time polymerase chain reaction
rAAV5: recombinant AAV vector serotype 5
RIN: RNA integrity number
RMA: robust multi-array average
*Slc18a2*: the gene encoding the vesicular monoamine transporter 2 (VMAT)
*Stoml3*: stomatin-like protein 3
Syn-1: synapsin-1
*Sv2c*: synaptic vesicle glycoprotein 2C
*Tacr3*: tachykinin receptor 3
*Th*: tyrosine-hydroxylase
*Vip*: vasoactive intestinal peptide
WT: wild-type
wtHTT: wild-type huntingtin
mHTT: mutant huntingtin.

# Supplementary material for: Microarray profiling of hypothalamic gene expression changes in Huntington’s disease mouse models
**Source:** Front Neurosci. 2022 Nov 3;16:1027269. doi: 10.3389/fnins.2022.1027269
**Supplement:** Supplementary Table 1 — The list of primer sequences used for qRT-PCR analysis.

## Supplementary Table 1

| Gene name | Direction | Sequence (5’🡪3’) |
| --- | --- | --- |
| Cart | F | GTTGCAGATCGAAGCGTTG |
|  | R | ATCGGAATGCGTTTACTCTTGA |
|  |  |  |
| Hcrt | F | CCATCTTCTATCCTTGTC |
|  | R | GTCTTTATTGCCATTTACC |
|  |  |  |
| Tacr3 | F | GTCACCTACACCATCGTT |
|  | R | GTCACCACCACAATATCATC |
|  |  |  |
| Hdc | F | GAGAAGGCTGGCTTGATT |
|  | R | TCGGAGTGAGAAGTTGTC |
|  |  |  |
| Th | F | TTCTCAACCTGCTCTTCT |
|  | R | TGGCTTCAAATGTCTCAAA |
|  |  |  |
| Vmat2 | F | GGCTATCCACATTCTTCAGA |
|  | R | ACACCAGACTTCACATCA |
|  |  |  |
| Β-actin | F | GCTGTGCTATGTTGCTCTA |
|  | R | TCGTTGCCAATAGTGATGA |
| Gapdh | F | AACCTGCCAAGTATGATG |
|  | R | GGAGTTGCTGTTGAA |
|  |  |  |
| Ddc [1] | F | GCAGTGCCTTTATCTGTCCT |
|  | R | GAATCCTGAGTCCTGGTGAC |
|  |  |  |
| Vip | F | GATAGGCTGCTGTGTTAC |
|  | R | AGAGATGAATCCGTGAGA |
|  |  |  |
| Ghrh | F | ATCTTCACCACCAACTAC |
|  | R | ATGTCCTGGATCACTTTC |

References

1. Vogelgesang, S., et al., *Analysis of the Serotonergic System in a Mouse Model of Rett Syndrome Reveals Unusual Upregulation of Serotonin Receptor 5b.* Frontiers in Molecular Neuroscience, 2017. **10**.

How the deposited data were processed for this re-analysis (not part of the article)

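Hypothalamic RNA of 38 female FVB/N mice was measured on Affymetrix Mouse Gene ST arrays, 1 array per mouse. 18 arrays belong to the AAV experiment (5 of 18Q, 8 of 79Q and 5 of uninjected WT control mice), 12 to BACHD and WT littermates at 2 months of age (6 and 6) and 8 to those at 10 months (5 and 3). The condition of each array was taken from its label in the deposited record. The values are log2 intensities that the authors made from the raw array files with ReadAffy and Robust Multi-Array Averaging (RMA: background correction, quantile normalization and median polish; R 4.1.1 and affy 1.70.0, and limma 3.48.3 for their tests), as deposited, with 34,760 probe sets and none filtered out. Raw array files were not processed again. Probe set values that are identical between arrays mark arrays normalized together. Within the AAV arrays 17 to 60 values per pair were identical, within the 2 months arrays 26 to 83 and within the 10 months arrays 53 to 109, whereas pairs across these sets shared 0 to 2, so that 3 separate RMA runs were taken as the basis of the design. The correlation between arrays of a set was 0.985 or higher, and no pair of arrays was identical.

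Gene symbols came from the platform table, in which 21,640 probe sets have 1 symbol and 1,321 several, and 11,799 probe sets are absent. A further 101 probe sets were named from Supplementary Data Sheet 1, which gave 21,741 named probe sets and 20,022 symbols. Where a gene has several probe sets, the one with the highest mean over the fitted arrays stands for it. Probe sets with several symbols were tested and counted but given no gene name, which leaves <i>Igh-VX24</i>, <i>Tgtp1</i>, <i>Ighv1-26</i>, <i>E330014E10Rik</i> and <i>LOC105243590</i> without a value. The log2 fold changes were checked against the part of Supplementary Data Sheet 1 that could be read (1,999 probe sets of 18Q vs. WT and 1,035 of 79Q vs. WT), with a largest difference of 5.5e-14.

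Differential expression was computed in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes at default settings) on all 34,760 probe sets, and p values were adjusted by Benjamini-Hochberg over all probe sets of a contrast. Every adjusted p of a gene is of this kind and two-sided, and the SE of a gene is the standard error of limma. The SE of a list mean comes from a linear model of the list scores over the 18 AAV arrays. The AAV arrays were fitted together with the contrasts 18Q vs. WT, 79Q vs. WT and 79Q vs. 18Q. The BACHD ages were fitted alone, and a fit over both with the means of genotype within age gave the age by genotype term. A median array lies between 7.16 and 7.46 on the log2 scale. The number of mice sets the precision, with a median 95% interval of 0.13 log2 units to either side for 79Q vs. 18Q. On simulated data with 200 probe sets changed by 0.5 log2 units, the same steps found 160 in 18Q vs. WT, 176 in 79Q vs. WT, 162 in 79Q vs. 18Q, 143 at 2 months and 128 at 10 months, and with a change of 1 log2 unit 189, 196, 198, 189 and 184. These counts do not carry over to genes that vary more between mice. In 79Q vs. 18Q the median SE was 0.0635. <i>Hdc</i> (-0.64, SE 0.14), <i>Th</i> (-0.61, SE 0.17) and <i>Slc18a2</i> (-0.60, SE 0.17) did not pass there.

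Single genes and mean scores of a list were also compared by exact two-sided permutation of the arrays, with every split of the arrays counted and no adjustment over genes. The smallest p that these tests can give is 0.00794 for 5 against 5 mice, 0.000777 for 8 against 5 and 0.0179 for 5 against 3. Correlations were tested with 100,000 random permutations within groups. The 48 gene lists were tested with camera of limma at its preset correlation of 0.01 between genes, adjusted over the 48 lists, and for comparison with an estimated correlation and with fry. The call of a list rests on the preset correlation. Genes of the authors' clusters (Supplementary Data Sheet 2) and leading edges (Supplementary Data Sheet 4) were matched by Entrez identifier and summarized by their mean log2 fold change. Sets whose gene lists could not be read in full were not used. Their 95% CI across genes treats genes as a sample, although genes of a list are not independent replicates. Both AAV comparisons share their controls, and their overlap was set beside 100 simulations without effects and 20 splits of the controls. Chosen after the values were seen were the simulated counts for probe sets called in 1 comparison alone and the linear models of list scores over the 18 AAV arrays, with groups and the scores of thalamic and oligodendrocyte markers as terms.

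Genes were named by a rule. It takes every gene that the paper names in its text or in Figure 3, and in 18Q vs. WT and 79Q vs. WT the 10 largest increases and the 10 largest decreases with an adjusted p under 0.05 and groups that do not overlap. Where fewer than 5 probe sets pass, it takes the 5 genes with the smallest p in each direction, and for a list that is described 2 to 4 members with the smallest p. <i>Htt</i> was named throughout. Some genes that the rule takes are not reported. The values in the paper's tables had been seen before this rule was applied. Other genes were chosen after their values were seen. These are the loadings of the principal components (<i>Cdk2ap1</i>, <i>Ramp3</i> and <i>Ptpn3</i> among them), <i>Slc6a3</i>, the genes given as examples of calls in 1 AAV comparison alone (such as <i>Gfap</i>, <i>Papss2</i>, <i>Lss</i> and <i>Acat2</i>) and the examples from the authors' clusters and leading edges (such as <i>Casp4</i>, <i>Pebp1</i>, <i>Fdft1</i>, <i>C3</i>, <i>Hmox1</i>, <i>Tspo</i> and <i>Tm7sf2</i>).

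The alternatives tried were only probe sets at or above the median mean, only probe sets with exactly 1 symbol, quantile normalization of the deposited values over the fitted arrays, centring of each array on its median, eBayes with trend and robust settings, array weights, other sets of arrays in 1 fit, replicate numbers as a block, the mean of all probe sets of a gene, the median over genes, and leaving out each array in turn. Replicate numbers do not pair the arrays. An array was most alike to the array with its own number in 0 of 13 cases in the AAV experiment, 1 of 6 at 2 months and 0 of 3 at 10 months, and the block is reported only as an alternative. Principal components were computed on centred values of all probe sets. No array was left out of any analysis. Gene set enrichment and cluster formation were not repeated, since the gene sets of the authors' tools were not at hand. The qRT-PCR measurements of the paper have no deposited data and were not analysed.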

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

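The tests of the 18Q replicate 3 array alone, of the CAG length, of the thalamic share and of the BACHD transgene were chosen only after the results were seen, as were the oligodendrocyte and thalamic scores of that array, the results searched for single arrays far from the others and the gene lists taken as outside the paper's topics.

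<i>Th</i>, <i>Slc18a2</i> and <i>Sv2c</i>, genes of dopamine neurons and of vesicles, each had 1 array far above the others of its group, 18Q replicate 3. Its gap to the next array was 0.816 of the range of the group for <i>Th</i> (11.01 against 9.95), 0.764 for <i>Slc18a2</i> (10.65 against 9.61) and 0.734 for <i>Sv2c</i> (10.09 against 9.59). For <i>Cga</i>, WT 2 months replicate 5 stood above the others of its group with a gap of 0.661 (11.99 against 9.42), and for <i>Trim30d</i> 79Q replicate 7 with 0.681. Mean scores of lists were far from the others in WT control replicate 5 for cholesterol synthesis (gap 0.793, 9.73 against 9.63) and in BACHD 10 months replicate 1 for hypothalamic neuropeptides (gap 0.775, 8.96 against 8.81). By Dixon's criterion, 7 of 141 groups searched (4.96%) held such an array, and chance gives about 1 in 20 groups.

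<i>Th</i>, <i>Ddc</i> and <i>Slc18a2</i> had a mean of 9.13 in 79Q, 9.70 in 18Q and 9.53 in WT control arrays. The 18Q replicate 3 array alone is argued against, since without it the 18Q mean was 9.48, 61.7% of the difference was left, and 79Q vs. WT, which does not use that array for its means, differed as well (exact permutation p = 0.000777). Midbrain dopamine tissue in that sample cannot be told apart from dopamine gene activity in that mouse, because <i>Slc6a3</i> lay 13.9 SD above the mean of the other 17 AAV arrays but <i>Pitx3</i>, a transcription factor of midbrain dopamine neurons, only 2.36 SD (7.65 against a mean of 7.36 and a highest other value of 7.52). The <i>Slc6a3</i> of the other arrays reached 9.02. That array also had the highest scores of oligodendrocyte markers (0.49, next 0.21) and thalamic markers (0.33, next 0.26) of the 18 AAV arrays, which goes with another make-up of tissue in the sample, but these markers do not single out midbrain. The CAG length of the fragment, which the design varies between 79Q and 18Q, stays open as an explanation of the remaining difference.

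<i>Prl</i> and <i>Gh</i> were lower on average in 79Q than in 18Q and differed widely between mice. Anterior pituitary RNA in some samples was tested by 6 genes of pituitary cells (<i>Ghrhr</i>, <i>Pitx1</i>, <i>Tbx19</i>, <i>Gnrhr</i>, <i>Lhx3</i> and <i>Lhx4</i>), whose mean went with <i>Prl</i> at r = 0.26 over the 38 arrays centred within group (permutation p = 0.209; rho = 0.058, permutation p = 0.751; r = 0.031 without the 2 farthest arrays). The r over the 38 arrays lies between the bounds set for and against it, and the sets of arrays went apart, with r at -0.203 in the AAV arrays, 0.397 at 2 months and 0.523 at 10 months. <i>Prl</i> rose and fell with <i>Gh</i> (r = 0.922), less so with <i>Cga</i> (r = 0.25) and not with the mean of hypothalamic peptides (r = -0.172), but pituitary tissue and shared regulation would both allow <i>Prl</i> and <i>Gh</i> to go together, so that pituitary RNA cannot be told apart from hormone expression in the hypothalamus. An effect of the CAG length on <i>Prl</i> cannot be told apart from the spread between mice either, since the 79Q mean was 1.504 log2 units above WT control and not below it, with an exact permutation p = 0.0979. The levels of the hormones themselves were far apart between mice, with <i>Gh</i> from 6.50 to 13.66 over the 38 arrays.

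<i>Slc17a7</i> and the glutamatergic synapse list were lower in BACHD than in WT at 2 months. A candidate explanation is an unequal share of thalamic tissue, since with the thalamic marker score as a covariate 45.2% of the difference in the list was left (-0.051 against -0.113 log2 units), and <i>Slc17a7</i> went from -0.46 to -0.003. The thalamic score itself did not pass between the genotypes (exact permutation p = 0.435) and ran from 8.56 to 9.94 over the 12 arrays. What is left of the list difference keeps its sign with a permutation p = 0.249, so an effect of the BACHD transgene cannot be told apart from no effect at this number of mice.

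Gene lists that differed from the other genes in the age by genotype term (camera, adjusted over 48 lists) were hypothalamic neuropeptides (mean difference -0.038, adjusted p = 0.00107), the circadian clock (0.17, adjusted p = 0.00140), fatty acid elongation (-0.044, adjusted p = 0.00140), the glutamatergic synapse (0.17, adjusted p = 0.00289), catecholamine, histamine and serotonin metabolism (-0.10, adjusted p = 0.00365), neuropeptide and metabolic hormone receptors (-0.014, adjusted p = 0.00365), the type I interferon response (0.13, adjusted p = 0.00365) and thalamic neuron markers (0.48, adjusted p = 0.0125). A call sets a list against the other genes and does not show that its own effect differed between the ages. At an unadjusted p under 0.05, 718 probe sets were higher and 191 lower in that term. None of these calls held when the correlation between genes was estimated, with an adjusted p = 0.595 to 0.721. Without WT 10 months replicate 1 the circadian clock and the type I interferon response were not called (adjusted p = 0.0963 for each), without WT 10 months replicate 3 the glutamatergic synapse (0.115), without BACHD 2 months replicate 5 the receptors (0.0929), and without WT 10 months replicate 2 or any of 4 arrays of the 2 months set the thalamic neuron markers (largest adjusted p = 0.205).

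Some lists were set apart as outside the paper's topics, although complement and sterol efflux touch on its inflammation and sterol results. Of these lists, complement differed from WT with either correlation between genes (mean log2 fold change 0.965 in 18Q and 0.845 in 79Q). So did disease-associated microglia markers (0.554 and 0.537) and apoptosis and necroptosis genes (0.425 and 0.361). In 18Q, so did reactive astrocyte genes (0.433) and LXR targets and sterol efflux (0.148), and in 79Q p53 targets (0.479).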

How the results depend on the processing

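No alternative was chosen after its result was seen. The deposited values hold no measure of signal over background, so that nothing is stated on whether a gene is expressed at all, and small changes of dim probe sets are the least certain. The increases of the type I interferon response and of MHC class II and the decrease of cholesterol synthesis in 18Q vs. WT and 79Q vs. WT kept their direction and their calls in the settings that were run for gene lists, leave-one-out included. The counts of genes shared by both comparisons ran from 284 to 525 over the arrays left out. In all, 475 results were computed in 10,904 alternative settings, of which 10,153 kept direction and side of the threshold, 437 lost and 282 gained a call, 30 counts or shares moved and 2 reversed. Not every alternative was run on every kind of result. Besides leaving out arrays, lists were tested with an estimated correlation, fry, all probe sets of a gene, the median-mean filter, quantile normalization and the replicate block. They were not tested with array weights, trend and robust settings, centring, exactly 1 symbol or other sets of arrays. Filters gave no value for genes and lists whose probe sets they remove. Causes were not tested unless the setting itself tests fewer probe sets or mice. With only probe sets at or above the median mean, 69.6% of the calls were higher in 18Q vs. WT and 54.8% in 79Q vs. WT, the unadjusted counts were 876 in 79Q vs. 18Q, 773 at 2 months and 939 at 10 months, as fewer were tested, and MHC class II at 10 months was not called (0.0866). With each array centred on its median the shares were 70.7% and 60.6%. With only probe sets of exactly 1 symbol, again fewer, the unadjusted counts were 936 in 79Q vs. 18Q and 844 at 2 months. Array weights gave 1,092 probe sets in 79Q vs. WT and 2,493 unadjusted at 10 months. Both ages in 1 fit gave 2,449 unadjusted at 2 and 636 at 10 months. All 38 arrays in 1 fit gave 1 adjusted call in 79Q vs. 18Q, 3,896 unadjusted at 2 months, 3 adjusted and 800 unadjusted at 10 months and 1 adjusted call for the age by genotype term. The replicate block gave 402 probe sets in 79Q vs. WT and 277 shared. Among 164 genes it weakened 12 and strengthened 4, and among 288 list results it weakened 6 and strengthened 20. With probe sets scaled to unit variance, PC1 no longer parted the AAV groups (0.237). With an estimated correlation of camera, the adjusted p of neuropeptides was 0.0673 in 79Q vs. WT and 0.481 in 79Q vs. 18Q, that of fatty acid elongation and of the glutamatergic synapse at 2 months 0.843, and at 10 months those of interferon and MHC class II 0.488 and of oxidative phosphorylation 0.598. With fry they were 0.278 for neuropeptides in 79Q vs. 18Q, 0.989 for both lists at 2 months and 0.342 (interferon), 0.506 (MHC class II) and 0.555 (oxidative phosphorylation) at 10 months. With the median over genes in the score, cluster 5 of 79Q vs. 18Q, both fatty acid leading edges and antigen processing were no longer called and the glutamatergic leading edge was. Their median log2 fold changes over genes were -0.0865, 0.0616, 0.0873, 0.126 and -0.140 in that order. The calls rest on the scores and not on these medians. With all probe sets of a gene, the glutamatergic list (0.0531) and the elongation leading edge (0.102) were not called and the oxidative phosphorylation leading edge was (-0.0608). Leaving out 1 array at a time gave 472 to 1,129 adjusted calls in 18Q vs. WT, 439 to 856 in 79Q vs. WT and 0 to 1 in 79Q vs. 18Q, and 890 to 2,836 unadjusted at 2 and 1,331 to 2,532 at 10 months. It gave means of -0.221 to -0.0997 for cluster 1 of 18Q (called without 18Q replicate 6), 0.0709 to 0.132 for elongation (8 of 12 refits not called), 0.154 to 0.283 for antigen processing (5 of 8 not called), -0.0828 to -0.0512 for oxidative phosphorylation (2 of 8 called), 0.253 to 0.405 for GnRH signaling and 0.252 to 0.438 for GnRH secretion (1 of 8 called in each), and an adjusted p of 0.000106 to 0.262 for the glutamatergic list at 2 months. The choroid plexus list at 2 months (adjusted p 0.00112 to 0.594) reversed without WT 2 months replicate 4, its highest value, and the oligodendrocyte list at 10 months (0.0185 to 0.906) without WT 10 months replicate 3, its lowest.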

Differences from the paper's values

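No test of this part was chosen after its result was seen, and the alternatives are those set before the data were examined. In Fig. 1A the paper gives PC1 of the AAV arrays as about 68% of the variance and PC2 as about 6%, both read by eye, and the values here are 24.4% and 11.9%. With only the 500 probe sets of the largest variance the values are 53.6% and 6.31%, within 1.5 times of the paper's, and with probe sets scaled to unit variance they are 15.6% and 13.5%, which are not. At an unadjusted p under 0.05, 1,583 probe sets passed at 10 months, where the paper's number is 1,648, and none of the settings gave that number (1,631 with quantile normalization and 1,673 without BACHD 10 months replicate 3 came nearest).

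For BACHD at 2 months, the paper gives both fatty acid pathways a negative and the glutamatergic synapse a positive enrichment score. The leading-edge genes of unsaturated fatty acid synthesis and fatty acid elongation had means of 0.095 and 0.106 here and those of the glutamatergic synapse -0.171. <i>Acot5</i> (0.33) and <i>Slc17a7</i> (-0.46) have the same signs here as in the paper. For the change of these 3 pathways between 2 and 10 months the paper states a common upper bound. The 31 of 33 glutamatergic synapse genes that were matched are above it at 0.208 with a 95% CI across genes of (0.145, 0.270) that includes the bound, and unsaturated fatty acid synthesis (-0.101) and fatty acid elongation (-0.108) are within it in size. For the top cluster of genes unique to 18Q and for clusters 1 and 5 of those unique to 79Q, the paper gives more genes than the 31, 11 and 10 distinct genes that its Supplementary Data Sheet 2 holds for them, and an interval for cluster 5 that includes zero, where it is (-0.169, -0.0087) here. The paper counts <i>Mfsd2a</i> among the genes with the largest decreases in both comparisons. In 79Q vs. WT its log2 fold change was -0.55, past the adjusted threshold, and it is left out of the 10 only where groups must not overlap. The paper gives fewer genes as shared among the largest increases of 18Q and 79Q than the 9 of 10 found here, but the 2 lists were not made by the same rule, since here a gene needs 1 symbol for its probe set and groups that do not overlap.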

Other observations

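The linear models behind the differences of list means between 79Q and 18Q in this part were chosen after the values were seen. No other test of this part was chosen after its result was seen. Genes of microglia, complement and reactive astrocytes were higher in both injected groups than in WT. Of 16 measured complement genes, 11 rose in each group (15 in 18Q and 14 in 79Q over the list alone), among them <i>C1qc</i> (1.92, SE 0.20, adjusted p = 1.6e-05 in 18Q and 1.77, SE 0.18, adjusted p = 1.2e-05 in 79Q), a chain of the first component of the classical pathway that microglia make, and <i>C4b</i> (2.15, SE 0.20, adjusted p = 4.4e-06 in 18Q and 1.95, SE 0.18, adjusted p = 3.9e-06 in 79Q). 10 of 17 markers of disease-associated microglia rose in 18Q and 9 in 79Q (15 and 14 over the list alone), such as <i>Tyrobp</i>, a signaling adaptor of microglia (1.05, SE 0.15, adjusted p = 0.000576 in 18Q and 0.96, SE 0.14, adjusted p = 0.000563 in 79Q), and <i>Gpnmb</i>, a lysosomal glycoprotein (1.45, SE 0.22, adjusted p = 0.000728 in 18Q and 1.43, SE 0.20, adjusted p = 0.000339 in 79Q). Of 12 homeostatic microglia markers 6 rose in each group (9 and 10 over the list alone), with means of 0.38 and 0.28 and <i>Csf1r</i>, the growth factor receptor of microglia, at 0.65 and 0.49 (adjusted p = 0.0521 with an estimated correlation in 18Q and 0.0825 in 79Q). Among reactive astrocyte genes 10 of 16 rose in 18Q and 5 in 79Q (14 and 12 over the list alone), with <i>Osmr</i> at 1.06 and 0.82 and a mean of 0.30 in 79Q (adjusted p = 0.0511 with an estimated correlation), while general astrocyte markers had means of 0.017 and -0.026 (camera adjusted p = 0.955 and 0.401). Markers of T and NK cells (5 of 20 higher in 18Q and 4 in 79Q, 14 and 8 over the list alone, with <i>Cd3g</i> at 2.13 and 1.72; adjusted p = 0.0566 with an estimated correlation in 18Q and 0.101 in 79Q) and of B and plasma cells (3 of 12 in each group, 9 and 7 over the list alone, means 0.90 and 0.72; adjusted p = 0.0654 with an estimated correlation in 18Q and 0.0880 in 79Q) were higher too. Each injected array lay above the WT mean of the complement and disease-associated microglia lists.

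Targets of p53 and genes of cell death rose beside the immune genes. Of 11 targets of p53, 6 rose in each group (9 over the list alone in each), with <i>Eda2r</i>, a receptor of the TNF family, at 1.21, SE 0.18, adjusted p = 0.000728 in 18Q and 1.41, SE 0.16, adjusted p = 6.4e-05 in 79Q, and <i>Ccng1</i>, a cyclin induced by p53, at 0.78 and 0.86, and the mean in 18Q was 0.43 (adjusted p = 0.0566 with an estimated correlation). Of 14 apoptosis and necroptosis genes 7 rose in each group (10 and 11 over the list alone), led by <i>Tnfrsf1a</i>, the TNF receptor (0.61, SE 0.093, adjusted p = 0.000809 in 18Q and 0.64, SE 0.084, adjusted p = 0.000197 in 79Q), and <i>Casp8</i>, an initiator caspase (0.81, SE 0.14, adjusted p = 0.00240 in 18Q and 0.61, SE 0.12, adjusted p = 0.0118 in 79Q). Among 11 LXR targets, 2 rose in 18Q, <i>Abca1</i> and <i>Apoe</i> (0.17, SE 0.040, adjusted p = 0.0311), and 2 in 79Q, <i>Abca1</i> and <i>Ch25h</i> (6 and 4 over the list alone; mean in 79Q 0.11, adjusted p = 0.0673 with an estimated correlation). Genes of the unfolded protein response had means of 0.15 and 0.064 (adjusted p = 0.0566 with an estimated correlation in 18Q and 0.257 in 79Q), with <i>Creld2</i>, a chaperone of the endoplasmic reticulum, at 0.35 in 18Q (SE 0.069, adjusted p = 0.00826). Pan-neuronal markers were lower (adjusted p = 0.143 with an estimated correlation in 18Q and 0.257 in 79Q), with <i>Eno2</i> of neuronal glycolysis at -0.14 in 18Q (SE 0.034, adjusted p = 0.0315).

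Further lists were called in the AAV experiment by the preset correlation and lost with an estimated one. In 18Q and 79Q these were 0.16 and 0.13 for border macrophages and monocytes (adjusted p = 0.225 with an estimated correlation in 18Q and 0.234 in 79Q; in 79Q not called without WT control replicate 1, adjusted p = 0.0561), 0.13 and 0.11 for endothelial cells and pericytes (adjusted p = 0.280 with an estimated correlation in 18Q and 0.275 in 79Q), 0.15 and 0.092 for meningeal fibroblasts (adjusted p = 0.180 with an estimated correlation in 18Q and 0.324 in 79Q) and -0.060 and -0.074 for fatty acid synthesis (adjusted p = 0.478 with an estimated correlation in 18Q and 0.324 in 79Q). The meningeal call in 79Q ended without 79Q replicate 5 or 8 or WT control replicate 2 or 4 (largest adjusted p = 0.0916), and the fatty acid call in 18Q without any of 7 arrays (largest adjusted p = 0.207). In 18Q alone they were immediate early genes (0.14, adjusted p = 0.281 with an estimated correlation), heat shock proteins (0.13, 0.281; adjusted p = 0.134 without 18Q replicate 2), the TCA cycle (-0.057, 0.283), glycolysis (-0.044, 0.275; adjusted p = 0.0509 without 18Q replicate 4 and 0.0632 without 18Q replicate 6) and the glutamatergic synapse (-0.042, 0.225; largest adjusted p = 0.1000 without 1 of 3 arrays). In 79Q alone, hypothalamic transcription factors (-0.13, adjusted p = 0.295 with an estimated correlation) were such a list, as were GABA neuron markers (-0.19, 0.130) and suprachiasmatic nucleus genes (-0.28, 0.101). Their means in 18Q vs. WT were below zero as well, at -0.095, -0.083 and -0.17. The differences of 79Q minus 18Q were -0.0345 (SE 0.0544), -0.102 (SE 0.0595) and -0.117 (SE 0.0740). Neither group differed from WT for sterol uptake and its control by SREBP2 (camera adjusted p = 0.0592 and 0.113), oligodendrocytes (0.382 and 0.0773), their precursors (0.840 and 0.218), tanycytes (0.346 and 0.0944), choroid plexus (0.672 and 0.958), striatal (0.918 and 0.941), cortical (0.427 and 0.0742) and thalamic neurons (0.621 and 0.430), red blood cells (2 markers measured; 0.583 and 0.742), the anterior (0.918 and 0.958) and intermediate pituitary lobe (0.0939 and 0.0805) or the circadian clock (0.955 and 0.107).

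In BACHD mice at 2 months, oligodendrocyte markers were higher (mean log2 fold change 0.078, all 12 above zero, camera adjusted p = 0.000363, adjusted p = 0.843 with an estimated correlation), and not called without WT 2 months replicate 2 (adjusted p = 0.109; mean 0.041 without replicate 3). Choroid plexus markers such as <i>Ttr</i>, which carries thyroid hormone (-0.99, SE 0.71, adjusted p = 0.939), had a mean of -0.34 (camera adjusted p = 0.0472, adjusted p = 0.843 with an estimated correlation), whose direction against all genes turned without WT 2 months replicate 4 (mean -0.045, adjusted p = 0.594) and was not called without BACHD 2 months replicate 1, 2, 3 or 5 (largest adjusted p = 0.107). At 10 months, genes of the circadian clock (0.097, camera adjusted p = 0.00183, adjusted p = 0.0855 without WT 10 months replicate 1), of the suprachiasmatic nucleus (0.13, 0.0164; 0.0623 without BACHD 10 months replicate 1 and 0.0539 without WT 10 months replicate 2), of red blood cells (2 of 9 markers measured; 0.22, 0.0264; 0.125 without WT 10 months replicate 1 and 0.0754 without replicate 2) and of apoptosis (0.072, 0.0240; lost without any of the 3 WT arrays, at most 0.0711) were higher as lists, each with an adjusted p = 0.488 with an estimated correlation. Catecholamine, histamine and serotonin genes were lower (-0.068, 0.0479; adjusted p = 0.488 with an estimated correlation; not called without 1 of 6 of the 8 arrays, at most 0.320).

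Mouse <i>Htt</i> did not differ from WT in 18Q (-0.0084, SE 0.035, adjusted p = 0.962), 79Q (0.016, SE 0.031, adjusted p = 0.890) or BACHD at 2 (-0.074, SE 0.086, adjusted p = 0.941) and 10 months (0.10, SE 0.054, adjusted p = 0.997). <i>Ghrh</i>, the growth hormone-releasing hormone, was at 0.018 (SE 0.17, adjusted p = 0.983) in 18Q and -0.28 (SE 0.16, adjusted p = 0.464) in 79Q. Among other genes of Figure 3, <i>Ighm</i>, the immunoglobulin M heavy chain, rose by 2.38 in 18Q (SE 0.45, adjusted p = 0.00624, 5 of 5 arrays) and 1.70 in 79Q (SE 0.41, adjusted p = 0.0366, 8 of 8 arrays; the 79Q call missed the threshold in 15 of 28 alternative fits), <i>Spryd3</i> was at -0.46 (SE 0.10, adjusted p = 0.0203, missed in 8 of 28 fits) and -0.26 (SE 0.093, adjusted p = 0.193), <i>C530005A16Rik</i> at -0.40 (SE 0.068, adjusted p = 0.00242) and -0.26 (SE 0.061, adjusted p = 0.0354, missed in 12 of 28 fits) and <i>Ptchd1</i> at -0.087 (SE 0.050, adjusted p = 0.523) and -0.14 (SE 0.045, adjusted p = 0.127).

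Other splits of the same arrays into groups of the same sizes were tried for each count, 100 for each contrast and all 56 at 10 months. For 18Q vs. WT and 79Q vs. WT, 1 split of 100 gave as many probe sets past the adjusted threshold, the real one (735 and 721), and the highest of the others was 1 in both, so chance can be excluded. It cannot be excluded for the counts at an unadjusted p under 0.05. As many came from 72 of 100 splits in 79Q vs. 18Q (real 1,475, highest other 5,065), 47 of 100 at 2 months (1,422 and 8,041), 29 of 56 at 10 months (1,583 and 4,408) and 52 of 100 for the age by genotype term (909 and 2,967). Splits with several times the real count point to a structure among the arrays other than the groups, and what it is was not tested.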
